# Acrylonitrile‐Mediated Nascent RNA Sequencing for Transcriptome‐Wide Profiling of Cellular RNA Dynamics

**DOI:** 10.1002/advs.201900997

**Published:** 2020-03-05

**Authors:** Yuqi Chen, Fan Wu, Zonggui Chen, Zhiyong He, Qi Wei, Weiwu Zeng, Kun Chen, Feng Xiao, Yushu Yuan, Xiaocheng Weng, Yu Zhou, Xiang Zhou

**Keywords:** acrylonitrile, G‐quadruplex, nascent RNA sequencing, RNA dynamics, transcriptome‐wide profiling, uridine‐to‐cytidine conversion

## Abstract

RNA sequencing has greatly facilitated gene expression studies but is weak in studying temporal RNA dynamics; this issue can be addressed by analyzing nascent RNAs. A famous method for nascent RNA analysis is metabolic labeling with noncanonic nucleoside followed by affinity purification, however, purification processes can always introduce biases into data analysis. Here, a chemical method for nascent RNA sequencing that avoids affinity purification based on acrylonitrile‐mediated uridine‐to‐cytidine (U‐to‐C) conversion (AMUC‐seq) via 4‐thiouridine (s^4^U) cyanoethylation is presented. This method converts s^4^U base‐pairing with guanine through the nucleophilic addition of s^4^U to acrylonitrile. The high reaction efficiency permits AMUC‐seq directly and efficiently to recover nascent RNA information from total RNAs. AMUC‐seq is validated by being used to detect mRNA half‐lives and investigating the direct gene targets of a G‐quadruplex stabilizer, which can be regarded as potential anticancer drug, in human cells. Thousands of direct gene targets of this drug are verified (these genes are significantly enriched in cancer such as *SRC* and *HRAS*). AMUC‐seq also confirms G‐quadruplex stabilization that impacts RNA polyadenylation. These results show AMUC‐seq is qualified for the study of temporal RNA dynamics, and it can be a promising strategy to study the therapeutic mechanism of transcription‐modulating drugs.

## 1 Introduction

RNA sequencing (RNA‐seq) is a revolutionary tool for transcriptome profiling in a given biological sample that allows us to look at the dynamic changes of gene expression against different conditions or stimuli.^[^ ^1^ ^]^ Understanding transcript dynamics is essential for characterizing the underlying mechanisms of different regulatory processes, which further benefits the discovery of disease markers and potential drug targets. However, traditional RNA‐seq technology is generally performed at the steady‐state level of cellular RNAs, changes in RNA transcription and decay rates cannot be easily distinguished. In addition, it provides poor resolution of the temporal information of RNA kinetics. Cells always require relatively long hours of stimuli to achieve detectable differential expression upon RNA‐seq, and multiple secondary signaling events could be promoted and contribute to the observed changes within that time, which confuses the underlying regulatory mechanisms.^[^ ^2^ ^]^

To address these issues, recently, new strategies for analyzing newly synthesized (nascent) RNA instead of total cellular RNA have been developed.^[^ ^3^ ^]^ Nascent RNA profiling can reveal the temporal information of gene expression changes. Metabolic labeling and downstream purification of metabolically labeled nascent RNA followed by RNA sequencing has become a famous approach to study nascent RNA behaviors. For example, global run‐on sequencing (GRO‐seq)^[^ ^4^ ^]^ uses 5Br‐UTP to label nascent RNA and then nascent RNAs containing 5Br‐U are immune‐precipitated with an anti‐BrU antibody.^[^ ^4^ ^]^ 4‐thiouridine (s^4^U) and 5‐ethynyl uridine (5EU) can also be used for nascent RNA labeling and then act as chemical handles for the separation of labeled RNA via thio/ethynyl‐specific biotinylation.^[^ ^5^, ^6^ ^]^ However, these techniques require large amounts of input sample. And the conventional purification assay for isolating metabolically labeled nascent RNAs is laborious, a certain amount of contamination can be induced during purification processes due to the non‐specific binding. Sometimes RNA purification suffers from limited efficiency and tends to enrich transcripts that contain high uridine content (Figure S1, Supporting Information). These issues can result in experimental bias unless additional experiments and/or computational processing is employed for data normalization.^[^ ^7^, ^8^ ^]^

Recently, an innovative enrichment‐free strategy for nascent RNA detection has been presented, adding a new dimension for the study of RNA dynamics.^[^ ^9^ ^]^ This strategy directly distinguished nascent RNA from total RNA population in single‐base resolution by marking the mapping reads of nascent RNA with introduced base mutations. Briefly, cells are exposed to a thiol‐labeled nucleoside (s^4^U or s^6^G), resulting in rapid uptake and incorporation into the newly synthesized RNA, which can be then isolated and treated with specific chemical reagents, that lead to the change in the base‐pairing manner of the metabolically incorporated nucleoside. In this way, nascent RNA information can be directly extracted from the sequencing data of total RNA by tracking and segregating the sequencing fragments, which contain anticipated base mutations.

Thus far, only limited methods have been developed for enrichment‐free nascent RNA detection.^[^ ^10^, ^11^, ^12^, ^13^ ^]^ SLAM seq employs a nucleophilic substitution chemistry to alkylate s^4^U, inducing s^4^U‐to‐C mutation in a reverse transcription (RT)‐dependent manner.^[^ ^10^ ^]^ TimeLapse‐seq transformed s^4^U into cytidine derivative underlying an oxidative nucleophilic aromatic substitution reaction,^[^ ^11^ ^]^ that has also been successfully extended to recode s^6^G to A analogue.^[^ ^12^ ^]^ This oxidation condition caused certain oxidative damage to guanine,^[^ ^11^ ^]^ and TUC‐seq directly converted s^4^U to C by osmium tetroxide and ammonia,^[^ ^13^ ^]^ while not been applied to transcriptome‐wide sequencing. Herein, we employed a novel method based on a nucleophilic addition chemistry to realize s^4^U‐to‐C conversion in NGS‐compatible manner. This strategy is highly efficient and reliable, and can quantitatively analyze nascent RNA at transcriptome scale with little influence on the base‐paring manner of other nucleosides.

By applying our sequencing strategy, we successfully detected the transcriptome‐wide direct gene targets of one potential anticancer drug PDP,^[^ ^14^ ^]^ which functions by binding and stabilizing G‐quadruplex (G4) structures, a non‐canonical nucleic acid secondary structure formed by guanine‐rich sequences. G4 motifs have been identified overrepresented in promoters, particularly in genes driving cancer and associating with cell proliferation,^[^ ^15^, ^16^ ^]^ that offers G4 targeting a therapeutic advantage since the stabilization of these G4s result in inhibition of the expression of these genes.^[^ ^17^, ^18^, ^19^, ^20^ ^]^ To pursue G4s efficiently as therapeutic targets, it is necessary to uncover the direct gene targets of G4 ligands in vivo in order to understand how G4s involved in cancer intervention and therapeutics.

## 2 Results

### 2.1 Acrylonitrile Efficiently Reacts with s^4^U and Induces s^4^U‐to‐C Conversion In Vitro

The principle of our method is outlined in **Figure** **1**. Briefly, S‐alkylation of the thiol group of s^4^U in the newly made RNA is caused by the electrophile acrylonitrile to form the S‐cyanoethylated 4‐thiouridine (ces^4^U) via a type of Michael addition under alkaline condition. The cyanoethyl group has been used for thiocarbonyl protection in the synthesis of thiopyrimidine containing oligonucleotide.^[^ ^21^ ^]^ We predicted that the original N3 of s^4^U is no longer a competent proton donor after cyanoethylation, leading to s^4^U inhibiting Watson–Crick base pairing with A. Instead, it forms non‐canonical base pair with G. Taking advantage of this, cyanoethylated s^4^U were replaced by C in cDNA via RT and PCR during sequencing.

**Figure 1:**
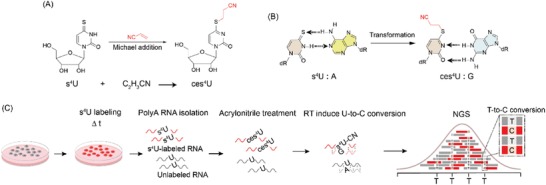
Schematic of AMUC‐seq. A) s^4^U reacted with acrylonitrile to generate ces^4^U through Michael addition. B) s^4^U cyanoethylation changes the hydrogen bonding patterns of s^4^U. After s^4^U cyanoethylation, s^4^U pairs with G instead of A. C) Workflow of AMUC‐seq.

Because s^4^U‐to‐C conversions are the identification signals of nascent RNAs, an adequate conversion efficiency is necessary for the recovery of nascent RNAs from total RNAs as complete as it can be. Thus, we first tested the reactivity of the s^4^U cyanoethylation reaction in vitro. We found that the s^4^U‐to‐ces^4^U conversion rate could reach ≈90% under very gentle conditions. By adjusting the reaction conditions, the reaction could be completed within hours (Figure S2A,B, Supporting Information). We compared the selectivity and reactivity of our method with the reported ones (SLAM‐seq^[^ ^10^ ^]^ and TimeLapse‐seq^[^ ^11^ ^]^) all these three methods can achieve high reaction selectivity and efficiency (Figure S3, Supporting Information). Next, we validated the hydrogen bonding patterns of s^4^U and ces^4^U. We prepared s^4^U and ces^4^U‐containing RNA oligos as templates and performed RT‐directed single‐nucleotide incorporation reactions by using RevertAid reverse transcriptase. Undoubtedly, s^4^U preferred to pair with T, yet also has a weak base‐pairing ability toward G, which is probably induced by the tautomeric form of s^4^U. In contrast, only dGTP incorporation was observed opposite to the ces^4^U‐RNA template even after a long reaction time (Figure S2C, Supporting Information). Thus, s^4^U cyanoethylation resulted in a thoroughly s^4^U‐to‐C conversion in the base‐pairing manner.

### 2.2 Acrylonitrile Efficiently Induces s^4^U‐to‐C Conversion in Cells

We next conducted a TA‐cloning study to test the feasibility of our strategy in vivo. We fed HEK293T cells with 50 µm s^4^U for 24 h (a condition before inducing substantial cell death, the cell growth was inhibited by one third due to the prolonged culturing with s^4^U (Figure S4A, Supporting Information).^[^ ^22^, ^23^ ^]^ The isolated total RNAs, treated RNAs with acrylonitrile, amplified specific mRNA (partial of CCND1 mRNA), and then subjected it to TA cloning and Sanger sequencing. Ten clones were selected for mutation analysis. As expected, distinct U‐to‐C transitions appeared only in the acrylonitrile‐treated s^4^U‐RNA populations (**Figure** **2**). Thus, our strategy is feasible for cellular RNA study.

**Figure 2:**
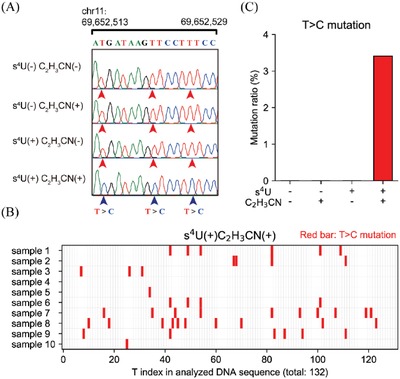
TA‐cloning analysis of s^4^U‐to‐C conversion in untreated *CCND1* mRNA. A) Sanger sequencing results of the specific region (chr 11, 69 652 513–69 652 529). B) The mutation sites of T‐to‐C which indicated the incorporation of s^4^U. C) The average T‐to‐C mutation rate in the selected region (s^4^U(−)C_2_H_3_CN(−), *n* = 16), *CCND1* mRNA treated acrylonitrile (s^4^U(−)C_2_H_3_CN(+), *n* = 24), s^4^U‐tagged *CCND1* mRNA (s^4^U(+)C_2_H_3_CN(−), *n* = 25), and acrylonitrile‐treated s^4^U‐tagged *CCND1* mRNA (s^4^U(+)C_2_H_3_CN(+), *n* = 10). “*n*” stands for the number of TA‐cloning samples used for each statistical analysis.

### 2.3 Demonstration of s^4^U‐to‐C Conversion in NGS‐Compatible Manner

Inspired by these results, we therefore implemented s^4^U cyanoethylation reaction for s^4^U‐RNA detection on a transcriptome‐wide scale. s^4^U‐labeled mRNAs of HEK293T cells cultured with 50 µm s^4^U for 24 h were prepared for the following tests. First, we performed LC‐MS to measure the reaction efficiency of s^4^U cyanoethylation in total mRNAs. To alleviate the suppression to the s^4^U cyanoethylation reaction imposed by the intricate RNA secondary structures, the purified full‐length mRNAs were fragmented into ≈150 nt RNA fragments prior to acrylonitrile treatment by treating RNA with zinc (II) and heat (70 °C for 10 min), which catalyze the cleavage of RNA by attacking the 2′ hydroxyl group of ribose to produce a mix of 2′ or 3′ phosphate ends with no sequence and structure specificity.^[^ ^24^ ^]^ LC‐MS analysis identified that nearly 90% of s^4^U in total mRNAs converted to ces^4^U (Figure S5, Supporting Information), consisting with the reaction efficiency we tested in vitro on the nucleoside. 

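Libraries of mRNA from HEK293T cells, an immortalized human embryonic kidney line, were sequenced in 4 groups of 2 replicates: no s4U and no acrylonitrile, s4U alone, acrylonitrile alone, and s4U with acrylonitrile. Cells received s4U, a thiolated uridine that is built into RNA as it is made, for 24 h, and acrylonitrile acted on the isolated RNA. The paper gives 50 µM s4U, and the sample labels of the group with s4U and acrylonitrile give 500 µM. The paper's value is used here. The deposited tables count, for each library and each gene, the fragments by their number of mismatches, which are read as T-to-C mismatches as in Fig. 3D because the tables do not name the type. The libraries hold 13102014 and 11860513 fragments without s4U or acrylonitrile, 15524028 and 17228999 with s4U alone, 7778685 and 6074118 with acrylonitrile alone, and 12843587 and 10841732 with both. In both untreated libraries, 90.6% of the fragments lay in annotated genes, 85.8% and 88.3% with s4U alone, 70.9% and 68.6% with acrylonitrile alone, and 70.7% and 68.4% with both. The authors trimmed the reads, kept 1 read of each group with identical sequence, removed ribosomal RNA and mapped proper pairs uniquely to GRCh37. They left out mismatches at single-nucleotide polymorphisms, including new ones called from control samples, or at low base quality. From these counts, the share of fragments with at least 1 mismatch was computed per library and per gene. Fragment totals per gene were compared in 1 edgeR fit of the 4 groups over 18914 genes, with TMM normalization. Where replicates are compared, nothing in the sources says that they are separate cultures, so the p-values measure the spread between these libraries. Confidence intervals cover counting error only. On simulated data with the counts of the untreated and acrylonitrile-treated libraries, the test recovered 65.7% of genes planted with a 2-fold change and 5.97% of those planted with a 1.5-fold change.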

Then, acrylonitrile‐treated total mRNAs were subjected to library construction and next‐generation sequencing (Figure 1C). The fragment RNAs were reverse transcribed, ligated to adapters, amplified, and deep sequenced. In order to maintain the original strand information of the RNA for accurate gene expression analysis,^[^ ^25^, ^26^ ^]^ we prepared our RNA into directional RNA library, and the time of cDNA synthesis was extended to 50 min in order to reach the complete reverse transcription. 

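T-to-C mismatches marked 66.6% ± 0.97 (SD, n = 2) of all fragments in the s4U-labeled, acrylonitrile-treated libraries. EIF1, a translation initiation factor on chromosome 17 from 39845137 to 39848920 in GRCh37, carried at least 1 T-to-C mismatch in 94.0% ± 1.7 (SD, n = 2) of its 2039 and 1680 fragments, against 9.19% of its fragments with acrylonitrile alone. CCND1, which encodes cyclin D1 and lies on chromosome 11 from 69455855 to 69469242, carried one in 85.3% ± 2.2 (SD, n = 2) of its 2144 and 1814 fragments, against 7.26% with acrylonitrile alone. A fragment of these libraries held 2.27 ± 0.19 (SD, n = 2) mismatches on average, and 52.5% ± 2.2 (SD, n = 2) of the fragments held at least 2. The single libraries gave 67.3% (95% Wilson interval 67.26 to 67.31) and 65.9% (65.88 to 65.94). Both shares lay above those of all 6 control libraries, by more than the spread between replicates (exact two-sided permutation test of 2 libraries against 6, p = 0.0357, the smallest that the 28 splits allow). Without either labeled and treated library, the smallest exact p is 0.143.

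**Figure D1:**
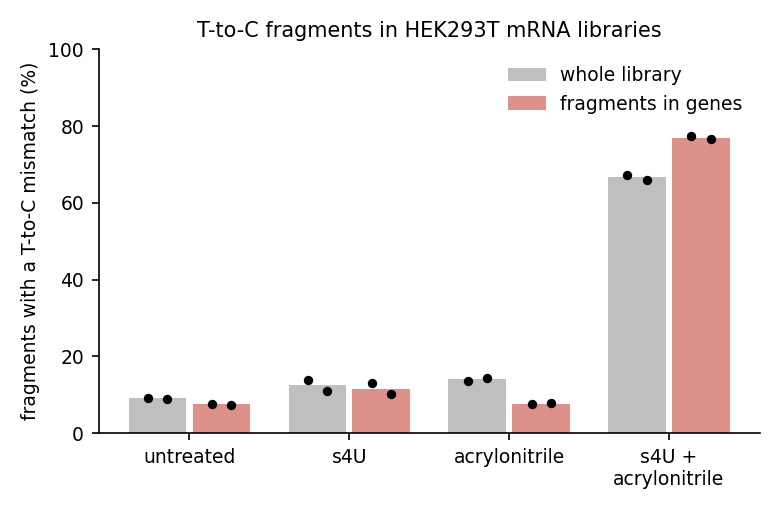
Share of fragments with at least 1 T-to-C mismatch (%, y axis) in the 4 groups, over the whole library (grey) and over fragments in annotated genes (red). Bars are means of 2 libraries and dots are single libraries. The s4U-labeled, acrylonitrile-treated group lies at 66.6% and 76.9%, and the highest control library at 14.4%.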

Similar to the previous observation, we observed a significant accumulation of T‐to‐C mutations in the mapping reads of the s^4^U‐labeled, acrylonitrile‐treated mRNAs (**Figure** **3**A,B). The frequency of U‐to‐C mutation was calculated to be ≈11 per 100 uridines (Figure 3A). However, the U‐to‐C mutation rates in the control mRNAs (the untreated mRNAs, only s^4^U‐labeled mRNAs, and only acrylonitrile‐treated mRNAs) were kept at low background levels. 

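In the control libraries, the share of fragments with at least 1 T-to-C mismatch was 9.07% ± 0.16 (SD, n = 2) without s4U or acrylonitrile, 12.5% ± 2.1 with s4U alone and 14.0% ± 0.49 with acrylonitrile alone. Within annotated genes these shares were 7.48% ± 0.19, 11.5% ± 2.0 and 7.65% ± 0.23. For FLNA, an actin-binding protein on chromosome X from 153576892 to 153603006, 5.89% of 13946 fragments carried a mismatch with acrylonitrile alone, and for MYH9, a nonmuscle myosin heavy chain on chromosome 22 from 36677327 to 36784063, 4.87% of 12146 did. The apoptosis regulators MCL1 and BAK1 had 6.96% of 1480 and 9.19% of 446 fragments. At least 2 mismatches occurred in 1.73% ± 0.053, 2.46% ± 0.77 and 4.11% ± 0.32 of all fragments of the same groups. The libraries with s4U alone gave 14.0% and 11.0%, a gap far above counting error.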

What is more, all the non‐U‐to‐C mutations in four samples were kept at background levels. These results identified s^4^U or acrylonitrile had little impact on the base‐pairing patterns of all the other nucleotides. In addition, the RNA expression patterns displayed a good correlation between the acrylonitrile‐treated and untreated RNAs (Figure S6B, Supporting Information), suggesting acrylonitrile treatment has an inappreciable influence on the analysis of gene expression.

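Among unlabeled RNAs, immediate early and homeobox transcripts gave more fragments after acrylonitrile treatment, and transcripts of translation, the proteasome and DNA repair gave fewer. JUND, an AP-1 transcription factor on chromosome 19 from 18390563 to 18392432, was 5.36-fold higher (log2 fold change 2.42, standard error 0.17, 2 libraries against 2, adjusted p = 8.07e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its relative JUNB (log2 fold change 2.39), the linker histone HIST1H1E (2.07) and HOXD11, a homeobox gene of limb patterning (1.64), were higher too. EIF3E, a subunit of a translation initiation factor on chromosome 8 from 109213445 to 109447562, was 5.68-fold lower (log2 fold change -2.51, standard error 0.18, adjusted p = 7.63e-06 from edgeR's test). The proteasome subunit PSMD14 (-1.97), the DNA repair nuclease MRE11A (-2.25), the topoisomerase TOP2A (-2.05) and the nuclear noncoding RNA MALAT1 (-2.38) were lower. CCND1 was 1.95-fold higher (log2 fold change 0.96). Of 54 measured immediate early and other short-lived regulators, 38 were higher and 3 lower (38 and 4 when adjusted over the list alone), and of 38 developmental homeobox genes, 32 were higher and none lower (32 and none when adjusted over the list alone). The camera test with a preset correlation gave these lists adjusted p = 2.9e-07 and 3.8e-06, and with an estimated correlation adjusted p = 0.526 and 0.594. Of 93 translation genes 63 were lower and 15 higher, of 38 proteasome genes 26 were lower and 4 higher, and of 88 DNA repair genes 57 were lower and 17 higher, with 63, 26 and 58 lower when adjusted over the list alone. Their adjusted p values were 1.13e-06, 0.000229 and 0.000277 with the preset correlation, and adjusted p = 0.515, 0.697 and 0.526 with an estimated correlation. Of the 18914 genes tested, 5499 were higher and 5804 lower, 3220 and 3573 of them by more than 2-fold. In s4U-labeled RNA, acrylonitrile raised 5855 genes and lowered 6450, with JUND at a log2 fold change of 2.60 and EIF3E at -2.03. By the sample labels, s4U was at 500 µM with acrylonitrile and 50 µM without. If so, these counts also hold a difference in s4U. Across 17237 genes, which are not independent replicates, Pearson's r of log expression between acrylonitrile-treated and untreated RNA was 0.90 (Spearman's rho 0.897), and 0.884 (0.884) with s4U, against 0.979 to 0.997 between replicates. The change followed the GC content of the transcript (Spearman's rho 0.706), and with a GC term for each library, chosen after seeing the data, 6265 genes passed without s4U and 7907 with it.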

**Figure 3:**
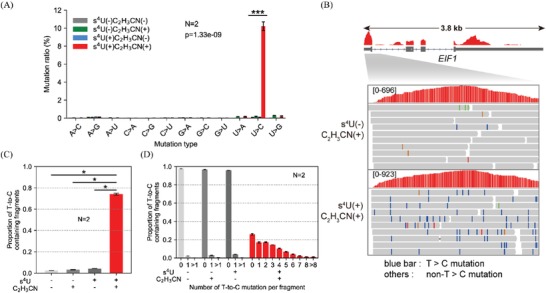
s^4^U labeled RNA detection by acrylonitrile‐mediated s^4^U derivatization and sequencing at transcriptome‐wide scale (AMUC‐seq). A) Mutation rates of all possible mutation types in the sequencing libraries. B) Genome browser view of a representative region displays the base mutations in partial mapping reads of acrylonitrile‐untreated (top) and acrylonitrile‐treated (bottom) s^4^U‐labeled *EIF1* mRNA. C) Quantification of the proportion of T‐to‐C mutation‐containing fragments in each sequencing library. D) Transcriptome‐wide analysis of the distribution of T‐to‐C mutation in each sequencing library.

### 2.4 Retrieving s^4^U Labeled RNA Sequencing Data

We then dissected the s^4^U labeled RNA information from total mRNA sequencing reads by tracking the U‐to‐C transition signals and retracting SNPs, and analyzed the s^4^U labeled RNA recovery efficiency. 

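Transcripts of zinc finger regulators and of the cell cycle were nearly all marked after 24 h with s4U, while those of the ribosome, glycolysis and oxidative phosphorylation were marked far less. KIF20A, a kinesin of cell division on chromosome 5 from 137514408 to 137523404, carried T-to-C mismatches in 98.7% ± 0.49 (SD, n = 2) of its fragments, and ZNF776, a KRAB zinc finger gene on chromosome 19 from 58258164 to 58269527, in 98.6% ± 0.88. At the other end stood ALB, which encodes serum albumin on chromosome 4 from 74262831 to 74287129, with 10.3% ± 1.0 (SD, n = 2) against 6.95% with acrylonitrile alone, the prohormone convertase inhibitor PCSK1N with 16.2% ± 0.50, and the fibronectin gene FN1 with 19.9% ± 1.0. The median over 385 listed zinc finger genes was 94.3%, and over 142 cell cycle genes 93.3%. Two-sided permutation tests against random genes gave adjusted p = 0.000533, the smallest that 10000 resamples give over 32 lists, and 0.0221. Medians of 50.1% over 83 ribosomal protein genes, 51.1% over 17 glycolysis genes and 62.8% over 81 oxidative phosphorylation genes each reached the same smallest permutation p. Over all fragments in genes, 76.9% ± 0.49 (SD, n = 2) carried a T-to-C mismatch. Of 13781 genes with at least 20 fragments in each library, the median share was 91.7% (quartiles 85.8% and 94.4%), with 8363 genes (60.7%) above 90% and 544 (3.95%) below 50%.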

After 24 h s^4^U labeling, 75% of the mapping fragments have been marked by the desired T‐to‐C mutations (Figure 3C,D), indicating the turnover of the majority of mRNAs. This is reasonable because the median half‐life (*t*_1/2_) of human mRNAs has been suggested to be a few hours.^[^ ^27^ ^]^ We then checked the mapping reads of several fast‐decayed mRNAs in *BCL‐2* family whose *t*_1/2_ have been estimated to be 1–4 h in human B‐cells.^[^ ^27^ ^]^ In theory, the pre‐existing fraction of short‐lived transcripts ought to be completely decayed within the 24 h s^4^U‐incubation time. Indeed, 88.5–95.6% of their mapping fragments contained T‐to‐C conversions (Figures S7 and S8, Supporting Information). 

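Most BCL-2 family transcripts, which encode regulators of apoptosis, carried T-to-C mismatches in about as large a share of fragments as other transcripts. PMAIP1, a pro-apoptotic member on chromosome 18 from 57567180 to 57571538, reached 96.9% ± 0.028 (SD, n = 2), and BAK1, a pore-forming member on chromosome 6 from 33540329 to 33548019, 95.8% ± 0.25. The anti-apoptotic members BCL2L1 (chromosome 20, 30252255 to 30311792) and MCL1 (chromosome 1, 150547032 to 150552066) gave 95.0% ± 0.95 and 94.5% ± 1.3, the latter over 2083 and 1971 fragments. BCL2 itself gave 90.4% ± 7.6, BAX 91.5% ± 3.4 and BBC3 90.2% ± 0.52. The lowest values were those of BAD with 73.2% ± 0.075, BMF with 78.2% ± 16 over 39 and 36 fragments, and BID with 84.9% ± 1.5. The median of the 16 members with at least 20 fragments in each library, of 20 listed, was 92.3%, and 10 of them lay in the range that the paper gives for several short-lived members. Random sets of genes of this size had a median of 91.6% (two-sided permutation test, p = 0.699, 100000 resamples). The median lay above that of all genes at 1 mismatch (92.3% against 91.7%) but below it with at least 2 required (76.6% against 78.7%) or without replicate 1 (90.5% against 90.6%).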

The same analysis was also applied to the extremely stable transcripts *APLP2*, *MYH9*, *FLNA*, *MSN*, *CRTAP* and *PRDX5*. These transcripts have been examined to be long‐lived, with *t*_1/2_ in excess of 12 h, in human cells.^[^ ^27^ ^]^ A large fraction of pre‐existing mRNAs was still detected in the total mapping reads (Figures S7 and S8, Supporting Information). These results indicate our method can efficiently recover the s^4^U labeled RNA information from total RNAs.

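All 6 long-lived transcripts carried T-to-C mismatches in a smaller share of fragments than the median transcript. FLNA had the lowest share, 26.1% ± 1.1 (SD, n = 2) of 14492 and 12371 fragments. PRDX5, a peroxiredoxin on chromosome 11 from 64085560 to 64089283, had 32.8% ± 0.96, and CRTAP, a cartilage-associated protein on chromosome 3 from 33155471 to 33189265, 37.7% ± 1.5. MSN, which encodes the membrane linker moesin on chromosome X from 64808257 to 64961791, had 46.6% ± 0.044, MYH9 59.8% ± 1.5, and APLP2, a relative of the amyloid precursor protein on chromosome 11 from 129939732 to 130014699, 62.2% ± 0.28. The median of the 6 was 42.1%, and random sets of 6 genes had a median of 91.5% (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples give). From the marked shares of the short-lived and the long-lived transcripts, the paper concludes that the method can recover the information on s4U-labeled RNA from total RNA with efficiency.

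**Figure D2:**
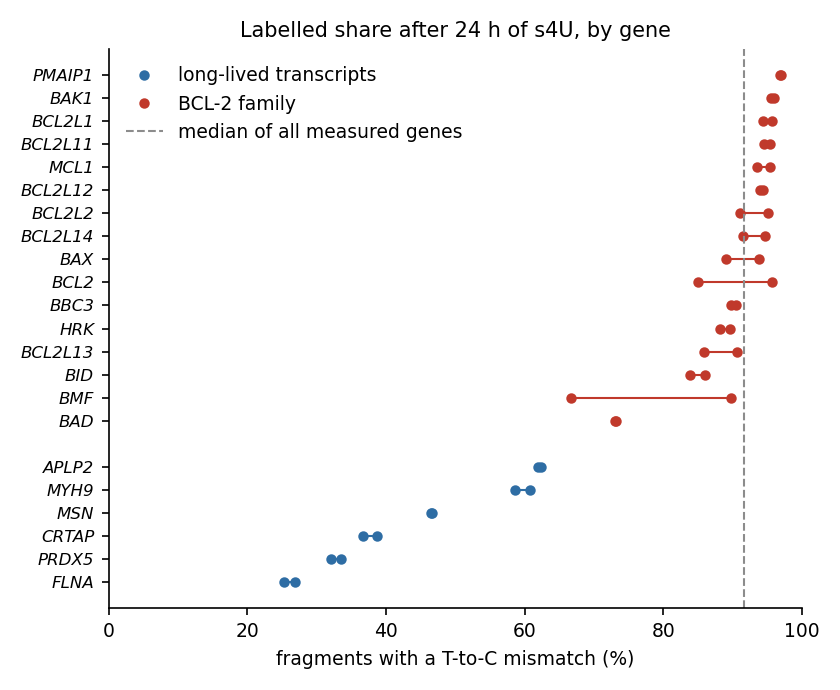
Share of fragments with a T-to-C mismatch (%, x axis) per gene for the long-lived transcripts (blue) and the BCL-2 family (red), 1 dot per library. The dashed line marks the median of all measured genes, 91.7%, and the 6 long-lived transcripts lie between 26.1% and 62.2%.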

### 2.5 Measurement of the mRNA Half‐Lives in Human Cells

To demonstrate whether our sequencing strategy was robust for studying RNA dynamics, we measured the mRNA stabilities in HEK293T cells through estimating the fraction of newly made RNAs according to the previously reported method.^[^ ^27^ ^]^ RNA stability is determined by the interplay of RNA synthesis, processing, and decay.^[^ ^28^, ^29^ ^]^ Results showed that the median mRNA *t*_1/2_ in HEK293T cells was calculated to be 5.5 h, which correlated with previous observations in human B‐cells (*t*_1/2_ = 5.3 h, **Figure** **4**A–C, Table S1, Supporting Information).^[^ ^27^ ^]^ Consistent with the reported result, the turnover rates of mRNAs responsible for transcription regulation are generally faster than those of mRNAs that are responsible for cell cycle regulation and translation regulation (Figure 4D).^[^ ^27^ ^]^ These results proved our method was adequate for studying cellular RNA dynamics. In addition, because the efficient recovery of nascent mRNA information from total mRNAs is a requirement for the precise measurement of mRNA half‐lives, these results also reidentified AMUC‐seq can high‐efficiently recover nascent RNA information.

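Half-lives were computed from the 2 libraries of HEK293T cells labeled with 500 µM s4U for 1 h without PDP, which hold 9770956 and 10564894 fragments. Their total and T-to-C-marked counts per gene equal those of the deposited half-life tables, though the sample notes also speak of a separate set of RNA for half-lives. The paper's formula, with a labeling time of 60 min, turns the marked share of a gene into its half-life under the assumption of steady state. Values were taken for 12811 protein-coding genes with at least 1 FPM (fragments scaled to the size of the library) on average and a value in both replicates. No background share was subtracted, since the paper's formula has none.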

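Transcripts of transcription regulators turned over faster than those of translation genes, and immediate early transcripts were among the shortest-lived. FGF18, a growth factor on chromosome 5 from 170846660 to 170884627, had a half-life of 0.308 h ± 0.081 (SD, n = 2), the phosphatase DUSP1 one of 0.384 h ± 0.016, and HES1, a repressor in Notch signaling on chromosome 3 from 193853934 to 193856521, one of 0.473 h ± 0.040. The mediator subunit MED26 lay at 0.580 h ± 0.023. The ribosomal protein RPL21 reached 11.1 h ± 0.67, the initiation factor subunit EIF3G 9.61 h ± 0.30 and the cytoskeletal linker TLN1 10.2 h ± 0.24. Their marked shares of 6.08%, 6.97% and 6.59% lie below the 7.63% of acrylonitrile-only RNA over all genes. That share differs between genes (4.87% for MYH9 and 9.19% for EIF1). Whether these 3 values exceed the background of their own genes was not tested. The median over all genes was 3.12 h ± 0.021 (SD, n = 2). The median of 172 transcription regulators was 2.81 h (quartiles 1.95 and 4.06) and that of 93 translation genes 5.34 h, a difference of -2.53 h (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples give). Medians were 3.57 h for 147 chromatin genes, 3.38 h for 144 cell cycle genes, 5.04 h for 131 cytoskeleton genes and 6.73 h for 82 ribosomal protein genes. Against random genes, the permutation tests of the cytoskeleton, ribosome and translation classes gave adjusted p = 2e-05 over the 6 classes, the smallest they can give, those of transcription and chromatin 0.063, and that of the cell cycle 0.325. In the other lists, 49 immediate early and other short-lived regulators had a median of 0.818 h and 352 listed zinc finger genes one of 1.58 h (permutation tests, adjusted p = 0.000312, the smallest they can give). The 6 long-lived transcripts had a median of 9.06 h and the BCL-2 family one of 3.12 h (permutation tests, adjusted p = 0.000312 and 0.945). With the 7.63% mismatch share of acrylonitrile-only RNA over all genes subtracted from each gene, the median over all genes was 5.30 h. The class medians were then 4.54 h for transcription, 6.58 h for chromatin and 6.37 h for the cell cycle. Those of the cytoskeleton, ribosomal proteins and translation were 13.2 h, 32.5 h and 14.9 h. Of the long-lived transcripts, only APLP2 (39.9 h) kept a measurable half-life with this subtraction. Marked shares of MYH9 (7.59%), FLNA (6.74%) and CRTAP (7.54%) lay above their own acrylonitrile-only shares (4.87%, 5.89% and 7.23%). Those of PRDX5 (7.30%) and MSN (6.96%) lay below theirs (8.36% and 7.70%). From the median and from the faster turnover of transcription regulators, the paper concludes that the method is adequate for studying RNA dynamics.

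**Figure D3:**
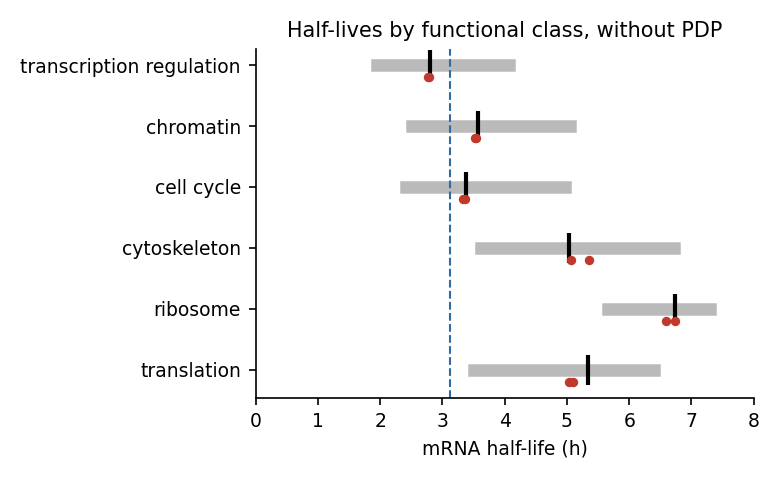
Half-life (h) of the 6 gene classes. Grey bars span the quartiles, black lines are medians, red dots are the medians of each replicate, and the dashed line is the median of all genes. Ribosomal protein genes have the longest median, 6.73 h, and transcription regulators the shortest, 2.81 h.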

**Figure 4:**
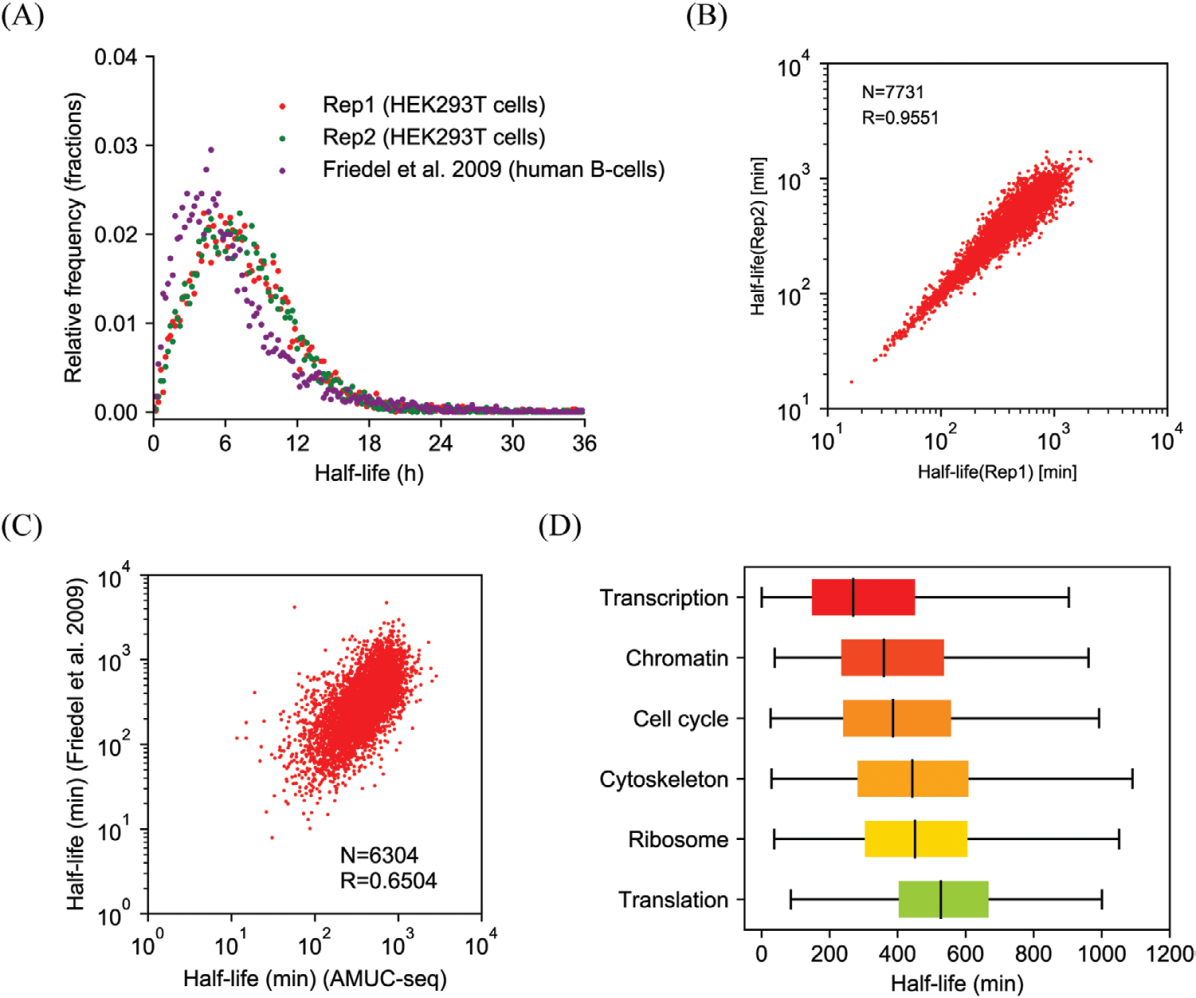
Determination of mRNA half‐lives in HEK293T cells by AMUC‐seq. A) Distribution of RNA half‐lives and the correlation of estimated half‐lives from our method compared to that from Friedel et al.^[^ ^27^ ^]^ B) Correlation of mRNA half‐life measurement between two replicates in HEK293T cells. C) Correlation of mRNA half‐lives estimated by our nascent‐RNA detection strategy compared to that estimated in Friedel et al.^[^ ^27^ ^]^ D) Gene ontology analysis of estimated half‐lives for HEK293T mRNAs. Spearman correlation coefficient (*R*) and transcript counts (*N*) are indicated.

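MCL1 had half-lives of 1.86 h and 1.82 h in the 2 replicates and FLNA of 9.74 h and 10.1 h, a short-lived and a long-lived transcript. The signal recognition particle subunit SRP14 gave 17.8 h and 13.9 h. MMP2, a matrix metalloproteinase with only 3 and 7 labeled fragments, gave 24.1 h and 9.95 h. The marked shares of SRP14 and MMP2 (4.39% and 4.76%) lie below the 7.63% of acrylonitrile-only RNA over all genes. FLNA's share of 6.74% lies below it too, but above the 5.89% of FLNA's own fragments with acrylonitrile alone. Across the 12811 genes, which are not independent replicates, Spearman's rho between the replicates was 0.855 and Pearson's r 0.720. Among 8635 genes with at least 10 FPM, rho was 0.930. With background subtracted, rho was 0.857 over 12235 genes. Pearson's r was then 0.0037, and 0.811 on log half-lives.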

### 2.6 Identification of the Direct Gene Targets of a G‐Quadruplex‐Interacting Drug in Human Cells

In order to further exemplify the utility of AMUC‐seq, we tried to apply AMUC‐seq to investigate the direct gene targets of a G‐quadruplex (G4)‐interacting drug PDP (**Figure** **5**A), a pyridostatin analog, in human cells. Discovering drug targets is critical for elucidating the primary mechanism‐of‐action of a drug and predicting its side effects. However, identifying drug targets via gene expression analyses generally requires sufficient drug treatment to achieve detectable cellular responses. At this time, the exact regulatory mechanism can be confused by the derived secondary signaling events. A solution for this is to capture the immediate drug response before the increase in indirect effects. G4 is a non‐canonical nucleic acid secondary structure formed by guanine‐rich sequences that participates in the regulation of diverse biological processes (Figure 5B).^[^ ^30^ ^]^ G4 stabilizers have long been regarded as potential antitumor drugs, mainly due to their inhibition effects to oncogene transcriptions and telomere elongation.^[^ ^31^, ^32^ ^]^ PDP is a small chemical molecule that selectively binds and stabilizes G4 structures.^[^ ^33^ ^]^ In this study, we investigated the direct gene targets of PDP in HEK293T cells by examining the immediate disturbance in mRNA outputs after a short‐term PDP treatment by AMUC‐seq.

**Figure 5:**
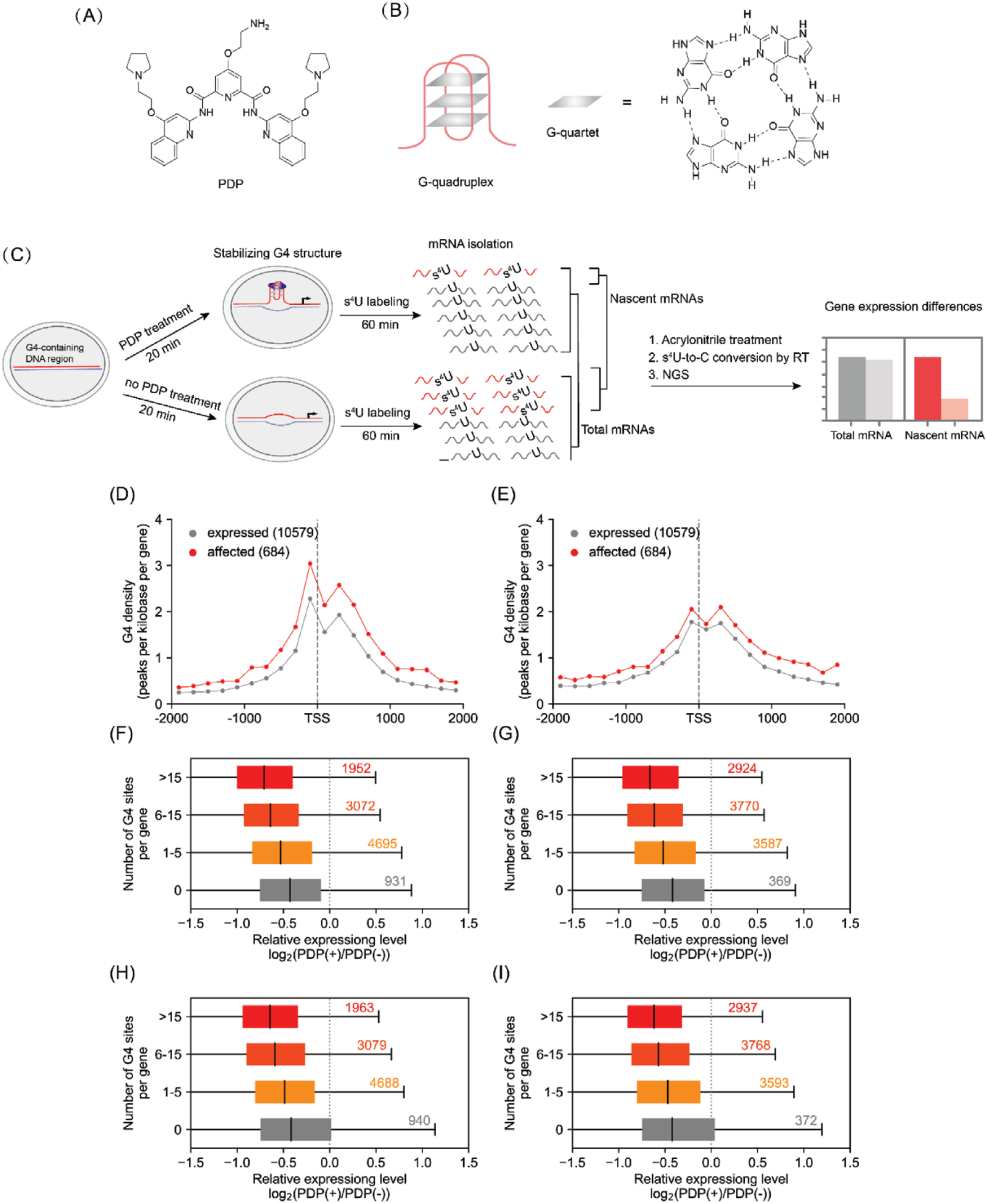
Discovery of the direct gene targets of PDP in HEK293T cells by AMUC‐seq. A) Molecular structure of PDP. B) One antiparallel G‐quadruplex model and the structure of G‐quartet. C) Workflow of our method for analyzing the gene targets of PDP. D,E) Comparison of G4 density at the TSS junction. F–I) Globally comparing the expression level changes after PDP treatment in genes with or without G4 site(s). Data of replication No. 1 (F,G), data of replication No. 2 (H,I). G4 sites were predicted based on G‐quadruplex search algorithm G_3+_N_1–7_G_3+_N_1–7_G_3+_N_1–7_G_3+_ (D,F,H).^[^ ^34^ ^]^ PQS, putative quadruplex sequence. G4 sites were derived from G4‐seq (E,G,I).^[^ ^35^ ^]^ PDP(−)/PDP(+): 0/8 µm PDP treatment.

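In the PDP experiment, HEK293T cells received 0, 4 or 8 µM PDP, then 500 µM s4U for 1 h from 20 min later, with 2 replicates for each dose. The libraries hold 9770956 and 10564894 fragments at 0 µM, 22191913 and 22326477 at 4 µM, and 22363992 and 18373693 at 8 µM, of which 1386229 and 1509776, 2743530 and 2671446, and 2477747 and 2091983 carried a T-to-C mismatch within genes. The deposited tables give per gene the total and the labeled fragments, those within 4000 bp downstream of the polyadenylation site and those upstream of the start site, as counts and as FPM. Labeled values are scaled to all fragments, so that a change in the labeled share moves every gene. Counts were compared in 1 edgeR fit of the 3 doses with the authors' library sizes, for 14124 genes with a mean of at least 1 total and 0.5 labeled FPM. Counts for labeled, total and downstream fragments were also compared after centering each library on its median gene, which moves the median change at 8 µM on the log2 scale from -0.11 for labeled RNA and from 0.32 for total RNA to 0. The libraries at 0 µM stand apart from both doses: they hold fewer fragments, 82.6% and 83.0% of them in genes against 86.5% to 89.7%, and their total counts vary between replicates by 1.08 times the sampling variance against 2.69 at 4 µM and 3.49 at 8 µM. No source used here gives a preparation or sequencing batch for them, so a batch that separates the 0 µM libraries cannot be told apart from PDP. On simulated data, the test recovered 77.6% of genes planted with a 2-fold change in labeled RNA and 86.6% in total RNA.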

The experimental approach is outlined in Figure 5C. At this condition, the drug had no significant effect on the cell cycles and weak toxicity to cells (Figures S9 and S10, Supporting Information). We first tested in HEK293T cells, an immortalized cell line. Because gene transcriptions can usually be inhibited by the stabilization of DNA G4 structures in genes,^[^ ^17^, ^18^, ^19^, ^20^ ^]^ we defined, the genes whose temporal transcription level downregulated were the direct targets of PDP. A short‐term PDP treatment and s^4^U labeling (Figure S4B–D, Supporting Information) revealed 684 downregulated transcripts in the nascent mRNA outputs (Table S2, Supporting Information) (the NGS efficiency is about 80.5% [Figure S11, Supporting Information]), so PDP has a wide range of gene targets in cells. 

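After PDP treatment, labeled RNA of UBE2S, NPB, GPR20 and most measured genes of the integrated stress and unfolded protein response was lower, and that of JUN, DUSP1 and ATF3 was higher. UBE2S, a ubiquitin-conjugating enzyme of mitotic exit on chromosome 19 from 55912652 to 55919145, fell from 119 ± 2.3 (SD, n = 2) labeled FPM at 0 µM to 40.6 ± 0.73 at 8 µM (log2 fold change -1.55, standard error 0.071, adjusted p = 1.71e-64 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The neuropeptide gene NPB (chromosome 17, 79858621 to 79860781) was lower by a mean log2 fold change of -1.69 ± 0.38 over the 4 pairs of a treated and an untreated library. The orphan receptor GPR20 was lower by -1.63 ± 0.54, and the homeobox gene NKX2-8 (chromosome 14, 37049784 to 37051812) by -1.56 ± 0.15. Such pairs set both doses against the same 2 libraries at 0 µM. They are thus not independent, and their SD mixes dose with replicate. Labeled FPM at 0 µM were low, 1.31 for NPB, 1.91 for GPR20 and 2.21 for NKX2-8. Labeled JUN, an AP-1 transcription factor on chromosome 1 from 59246465 to 59249785, was 5.42-fold higher at 8 µM (log2 fold change 2.44, standard error 0.058, adjusted p = 6.64e-138 from edgeR's test), and the immediate early genes DUSP1 and ATF3 had log2 fold changes of 1.97 and 1.73. By the paper's rule of a fall of at least 1.5-fold in both replicates and at both doses, 657 of 6756 expressed protein-coding transcripts were lower, and 56 were higher by the mirrored rule. None of 80 ribosomal protein transcripts met the lowering rule (Fisher's exact test, adjusted p = 0.0132 over 30 lists). Their class had a median half-life of 6.73 h, and 7.63% of acrylonitrile-only fragments in genes carry a mismatch. Much of their labeled count at 0 µM can thus be background, which a stop of synthesis does not remove. Their count therefore cannot show whether PDP spares them. Of 39 immediate early and other short-lived regulators, 8 met the rule (adjusted p = 0.248 from the same exact test). In edgeR at 8 µM, 13 of 50 such regulators were higher and 15 lower (13 and 17 when adjusted over the list alone, 16 and 11 with centered libraries), with camera adjusted p = 0.0588, and adjusted p = 0.821 with an estimated correlation. Across all tested genes, 1457 were higher and 3883 lower, and 2319 and 2906 with centered libraries. Of 30 measured genes of the integrated stress and unfolded protein response 18 were lower and 1 higher, both over all genes and when adjusted over the list alone, and 14 and 3 with centered libraries. XBP1 and CEBPB, transcription factors of this response, had log2 fold changes of -1.15 and -1.23. Of 33 replication-dependent histone genes 8 were higher and none lower, also when adjusted over the list alone. The camera test gave both lists adjusted p = 0.0195 and 0.00784, and adjusted p = 0.607 with an estimated correlation. From the number of lowered transcripts, the paper concludes that PDP has a wide range of gene targets in cells. The count of 657 was 1497 at 8 µM alone, 26 at a 2-fold limit, 123 with labeled values divided by their median ratio, 1048 or 1181 without replicate 1 or 2, and 120 scaled to labeled fragments or 2459 with background subtracted, both chosen after seeing the data. The edgeR count of 5340 was 3198 with DESeq2 and 3444 with a GC term for each library, both chosen after seeing the data.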

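The labeled part of all mRNA was smaller after PDP. Labeled fragments made up 16.8% ± 0.032 (SD, n = 2) of the fragments in protein-coding transcripts at 0 µM, 13.3% ± 0.21 at 4 µM and 12.5% ± 0.41 at 8 µM. The 4 libraries with PDP lay below those without (a difference of -3.93 points, exact two-sided permutation test, p = 0.0667, the smallest that the 15 splits allow). Over the tested genes, the median log2 change of labeled RNA at 8 µM was -0.114 ± 0.019 (SD, n = 2), and that of unlabeled RNA was 0.426 ± 0.039. The labeled median depended on the filter, with 0.00257 when no gene was left out and -0.226 with a filter 5 times higher. Over the 7083 and 7142 transcripts that the paper's rule considers in the 2 replicates at 8 µM, it was -0.357 and -0.325. The median change of total RNA over these transcripts was 0.162 and 0.130.

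**Figure D4:**
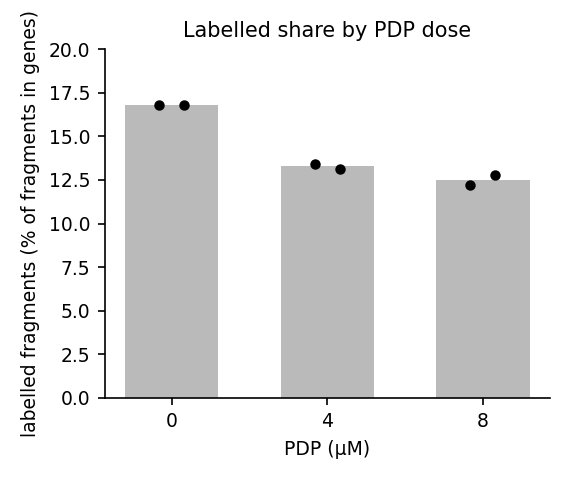
Labeled share of fragments (%, y axis) at 0, 4 and 8 µM PDP. Bars are means of 2 libraries and dots are single libraries. Both libraries at 0 µM lie near 16.8%, above all libraries with PDP.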

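In total RNA, JUN, TXNIP and transcripts of the cell cycle, translation and DNA repair were higher at 8 µM PDP than at 0 µM, and UBE2S and EEF1D were lower. JUN rose from 257 ± 8.4 (SD, n = 2) to 1256 ± 76 FPM (log2 fold change 2.29, standard error 0.050, adjusted p = 5.88e-28 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and TXNIP, a regulator of redox and glucose metabolism on chromosome 1 from 145438469 to 145442635, was 7.87-fold higher. The topoisomerase TOP2A (log2 fold change 1.01), the chaperone HSP90AA1 (0.74) and MYC (0.66), a growth-promoting transcription factor on chromosome 8 from 128747680 to 128753674, were higher, also with centered libraries. UBE2S fell by 0.57 and the elongation factor subunit EEF1D by 0.54 on the log2 scale. Of 93 translation genes 68 were higher and 8 lower (71 and 8 when adjusted over the list alone, 38 and 21 with centered libraries), and of 85 DNA repair genes 64 and 5 (65 and 5 when adjusted over the list alone, 41 and 21 with centered libraries). Of 144 cell cycle genes 105 were higher and 12 lower (106 and 12 when adjusted over the list alone, 62 and 33 with centered libraries). Of 50 immediate early and other short-lived regulators, 29 were higher and 1 lower, also when adjusted over the list alone, and 18 and 9 with centered libraries. The camera test gave these lists adjusted p = 0.000726, 0.00256, 0.0106 and 0.000726, and adjusted p = 0.738 with an estimated correlation. Across 14124 genes, 7629 were higher and 1337 lower at 8 µM, and 3898 and 4218 with centered libraries. At 4 µM 7577 were higher and 1086 lower, and 3802 and 3942 with centered libraries. By more than 2-fold, 1382 genes were higher and 9 lower at 8 µM, by folds without centering. Between 8 and 4 µM, 37 genes were higher and 15 lower, with JUN at a log2 fold change of 0.93, DUSP1 at 1.08 and SOX4, a developmental transcription factor, at 0.35. Of the 657 transcripts lowered in labeled RNA, 454 were lower and 11 higher in total RNA. With a GC term for each library, chosen after seeing the data, 5750 genes differed at 8 µM and 5441 at 4 µM, 3587 and 3279 of them lower. The 52 genes between 8 and 4 µM were 32 or 33 without replicate 1 or 2 at 0 µM, 3 (without SOX4) or 9 at 4 µM, and 771 or 29 at 8 µM.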

No apparent changes were observed in the total mRNA abundance (Figures S12 and S13, Supporting Information), suggesting nascent RNA detection provides high resolution of RNA dynamics. Gene ontology analysis revealed that those downregulated genes were enriched in genes involved in transcription regulation and kinase activity and development, while lacked in genes involved in olfactory receptor activity, and G‐protein coupled receptor activity (Table S3, Supporting Information).^[^ ^34^ ^]^

Next, we estimated the targeting specificity of PDP by analyzing the G4 contents and G4 distributions in these downregulated genes. These downregulated genes had significantly higher G4 density across the genes, compared to the unaffected gene and upregulated genes (Figure 5D,E; Figure S14, Supporting Information). 

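The 657 transcripts lowered in labeled RNA had more putative G-quadruplex motifs around their start sites than other expressed transcripts. Within 2000 bp of the start site, they held 1.36 ± 0.98 motifs per kb (SD over 657 genes), and the other 6099 held 0.806 ± 0.77 (difference 0.558, two-sided permutation test, p = 1e-05, the smallest that 100000 resamples give). Of the lowered transcripts 94.5% had at least 1 motif, against 83.9% of the others. The 56 transcripts higher by the mirrored rule held 0.553 ± 0.72 motifs per kb, against 0.863 for the rest (two-sided permutation test, p = 0.00598). Within 500 bp, the lowered transcripts held 2.50 and the others 1.55 motifs per kb. Motifs, runs of at least 3 G with loops of 1 to 7 bases on either strand, were searched in GRCh37. GC content of the window was 59.6% for the lowered and 53.6% for the other transcripts. Against transcripts matched on GC content, the difference was -0.031 motifs per kb (permutation test, p = 0.391).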

And the distribution of downregulated genes in genome showed a tendency toward chromosome 16, 17, and 19 (Figure S15, Supporting Information), which have higher G4 frequencies compared with other chromosomes.^[^ ^36^ ^]^ We also have compared the transcription levels of all detected G4‐containing genes to that of detected genes containing no G4s. 

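Lowered transcripts lay on chromosomes 16, 17 and 19 more often than other expressed transcripts, 243 of 657 (37.0%) against 1330 of 6099 (21.8%) (odds ratio 2.10, Fisher's exact test, two-sided, p = 7.32e-17). Chromosome 19, which carries UBE2S and the receptor gene NOTCH3, held 116 of them, 17.7% against 8.71% of the others (adjusted p = 2.39e-10 from Fisher's exact test over 23 chromosomes). Chromosome 16, which carries the nuclease subunit SLX1A (30205208 to 30208882), held 71, 10.8% against 5.76% (exact test, adjusted p = 1.87e-05). Chromosome 17, which carries NPB, held 56, 8.52% against 7.35% (exact test, adjusted p = 0.371). Chromosome 22 also held more, 37 (exact test, adjusted p = 0.0353). Chromosomes 2, 3, 6, 12 and 18 held fewer, with 8 on chromosome 2 (exact test, adjusted p = 5.67e-09) and none of 73 expressed transcripts on chromosome 18 (exact test, adjusted p = 0.00477).

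**Figure D5:**
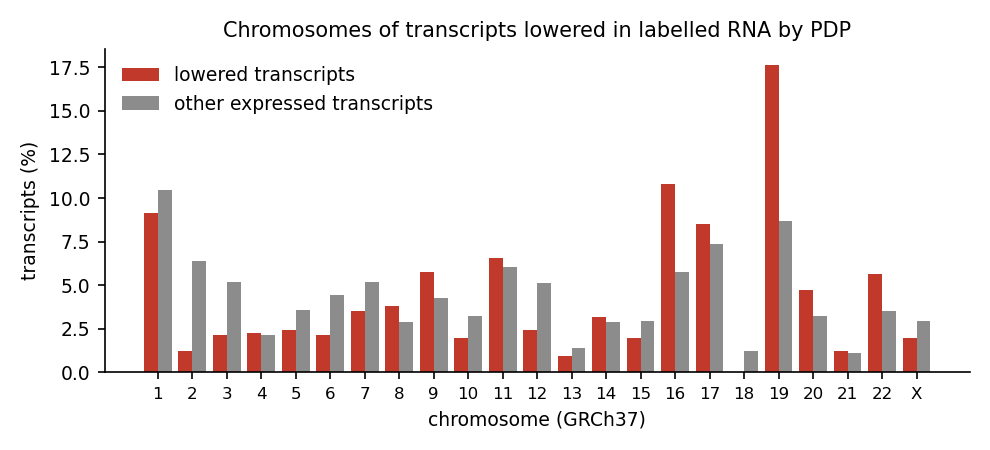
Percent of genes (y axis) on each chromosome (x axis) among the transcripts lowered in labeled RNA (red) and the other expressed transcripts (grey). The largest gap is on chromosome 19, 17.7% against 8.71%.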

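Labeled RNA of genes with many G-quadruplex motifs was lower at 8 µM PDP relative to that of genes with few. Motifs were counted from 2000 bp upstream of the start site to the termination site. The median log2 change of labeled RNA was 0.097 (0.075 and 0.118 in the 2 replicates) for 493 genes without a motif and -0.038 (-0.057 and -0.019) for 4272 genes with 1 to 5. It was -0.186 (-0.207 and -0.165) for 4237 genes with 6 to 15 and -0.224 (-0.224 and -0.225) for 3364 genes with over 15. With each library centered on its median gene, these medians were 0.228, 0.093, -0.055 and -0.093. Unlabeled RNA of the same classes had median log2 changes of 0.595, 0.523, 0.359 and 0.308. The ratio of labeled to unlabeled RNA changed by -0.534, -0.564, -0.582 and -0.593 on the log2 scale, with SDs between replicates of 0.050 to 0.096. Across 12366 genes, which are not independent replicates, Spearman's rho of the labeled change with the number of motifs was -0.148, and with motifs per kb it was -0.504. Within 5 classes of GC content rho with the number was 0.052 and rho with motifs per kb -0.207, and within 5 classes of gene length rho with the number was -0.378.

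**Figure D6:**
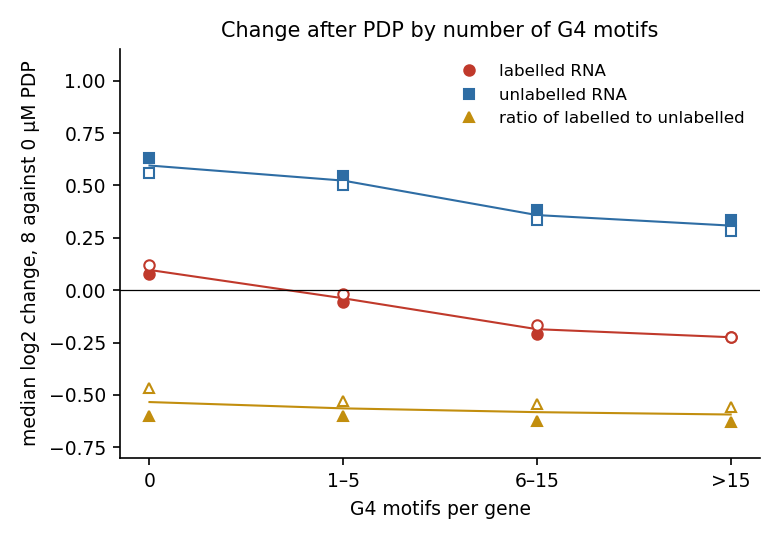
Median log2 change at 8 µM against 0 µM (y axis) of labeled RNA, unlabeled RNA and their ratio in 4 classes of genes by number of G-quadruplex motifs (x axis). Filled and open markers are the 2 replicates and lines are means. Labeled and unlabeled RNA both lie lower in classes with more motifs.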

On the whole, the transcription levels of genes without G4s have no obvious changes, while genes containing G4 sites (from their promoters to transcriptional termination sites) were globally downregulated, the downregulation levels were correlated with the number of G4 sites (Figure 5F–I). These results indicated PDP targeted toward G4s with high selectivity.

To assess the PDP effects in cancer, we focused on the cancer genes in these downregulated genes by searching downregulated genes in a cancer gene database summarized by Bushman.^[^ ^37^ ^]^ We detected a significant enrichment of cancer genes in these downregulated genes, 111 genes were cancer genes (Table S2, Supporting Information), such as *TERT, PIM2*, and *VEGFA*, which have been evidenced to be regulated via G‐quadruplex and involved in the anticancer therapy of G4 stabilizers,^[^ ^36^, ^38^, ^39^ ^]^ and *BAD, AKT2*, and *NOTCH3* which have not yet been studied to be regulated via G4s in these genes, these cancer genes may also be the candidates that involved in the anticancer therapy of PDP. 

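The 6 cancer genes that the paper names with its count of lowered cancer genes all had less labeled RNA at 8 µM PDP. TERT, the reverse transcriptase subunit of telomerase on chromosome 5 from 1253262 to 1295184, was 2.22-fold lower (log2 fold change -1.15, standard error 0.11, adjusted p = 2.53e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The kinase gene PIM2 (chromosome X, 48770459 to 48776301) had a log2 fold change of -0.88 (standard error 0.26), VEGFA, an angiogenic growth factor on chromosome 6 from 43737921 to 43754224, one of -0.83 (0.12), and NOTCH3, a receptor on chromosome 19 from 15270444 to 15311792, one of -0.89 (0.12). The pro-apoptotic BAD (chromosome 11, 64037302 to 64052176) and the kinase AKT2 (chromosome 19, 40736224 to 40791443) had -0.66 (0.21) and -0.65 (0.095). All were lower with centered libraries too. In total RNA, TERT, NOTCH3 and BAD had log2 fold changes of -0.24, -0.19 and -0.26 and passed the test, and PIM2 (0.19), VEGFA (-0.07) and AKT2 (-0.09) did not, though VEGFA and AKT2 did at -0.38 and -0.40 with centered libraries. The ratio of labeled to unlabeled RNA of TERT fell by 1.12 on the log2 scale (edgeR's test, adjusted p = 3.47e-15), where the median gene had -0.585, and by 0.562 with centered libraries (adjusted p = 0.000125). By the paper's rule NOTCH3 alone of the 6 was lowered in every pair of libraries, by a mean log2 fold change of -0.77 ± 0.14 (SD, 4 pairs), and TERT reached -0.88 ± 0.32 without meeting the limit in each pair. The study chose these 6 genes on these samples, so that their count is not independent evidence. Of 86 expressed oncogenes and tumor suppressors of a list fixed beforehand, 7 were among the 657 lowered transcripts (1.07%) and 79 among the other 6099 (1.30%, Fisher's exact test, two-sided, p = 0.854). Among the 3592 protein-coding genes lower in edgeR's labeled test, a comparison chosen after seeing the data, the share was 1.36% against 0.878% (Fisher's exact test, p = 0.0176), and among the 3676 lower in limma's test, an alternative set beforehand, 1.33% against 0.886% (the same exact test, p = 0.0306). The labeled call of PIM2 was lost without replicate 1 at 0 µM (edgeR, adjusted p = 0.174) and that of BAD without replicate 2 at 0 µM (0.102) or replicate 1 at 8 µM (0.123), and both with DESeq2 (0.0614 and 0.094), while BAD alone lost it with a GC term (log2 fold change -0.012). In total RNA, the calls of NOTCH3 and BAD were lost without replicate 2 at 0 µM (edgeR, adjusted p = 0.0883 and 0.0724), those of TERT and BAD with a GC term (0.0933 and 0.135), with which VEGFA and AKT2 passed (7.14e-05 and 0.000201), and PIM2 and AKT2 passed without replicate 1 at 0 µM and at 8 µM (0.0345 and 0.0246).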

We also have conducted the same experiment in MCF7 cells, a breast cancer cell line, and achieved quite similar results (Figures S15, S18–S20 and Tables S3 and S6, Supporting Information).

### 2.7 G‐Quadruplex‐Interacting Drug Impairs mRNA Maturation

Except for inhibiting gene transcription, we found that PDP can also interfere with the normal 3′‐end polyadenylation process of the transcribed pre‐mRNAs. After PDP treatment, 724 genes (involving 124 cancer genes) displayed distinctly enhanced transcription levels downstream their annotated polyadenylation sites (PASs) (Figure S16 and Table S4, Supporting Information). This result indicated that PDP hindered the pre‐mRNA polyadenylation at their annotated PASs, instead, they skipped these PASs and may be terminated at another PAS behind, that led these aberrant mRNAs had longer 3′ UTRs. 

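Windows downstream of the polyadenylation sites of ribosomal protein genes held more fragments at 8 µM PDP, with fragments of neighboring genes not excluded. RPS15 (chromosome 19, 1438358 to 1440583) rose from 2.90 ± 0.091 (SD, n = 2) to 18.0 ± 0.56 downstream FPM (log2 fold change 2.63, standard error 0.18, adjusted p = 1.69e-32 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and RPL35 (chromosome 9, 127620159 to 127624260) and RPL13 (chromosome 16, 89627065 to 89630950) had log2 fold changes of 3.44 and 2.63. Downstream fragments of OAZ1, which encodes an inhibitor of polyamine synthesis on chromosome 19 from 2269485 to 2273487, rose 12.2-fold, and those of P2RY11, a nucleotide receptor gene on chromosome 19 from 10222214 to 10226048, 10.4-fold. Downstream of the centrosome gene CEP85 the log2 fold change was -2.14. Of 27 measured ribosomal protein genes 18 were higher and 1 lower (19 and 1 when adjusted over the list alone, 22 and none with centered libraries), with camera adjusted p = 2.08e-10, and adjusted p = 0.123 with an estimated correlation. Across 2173 genes with at least 0.5 downstream FPM, 249 were higher and 529 lower, and 358 and 357 with centered libraries. These edgeR tests kept windows that overlap another gene, so that they do not separate read-through from fragments of neighbors. Among the transcripts that the paper's rule considers, only 2 were ribosomal protein genes, and 5 without its limit on the total fold. By the paper's rule, with windows that overlap another gene left out, 10 of 74 transcripts had more downstream signal in both replicates at both doses. They were OAZ1 with a mean log2 fold change of 3.37 ± 1.3 (SD, 4 pairs), P2RY11 with 3.02 ± 1.2, RPL35 with 2.82 ± 0.88, COG8, TP53RK, CCDC86, POLL, INO80E, LRRC14, and NT5C with 0.89 ± 0.29. At 0 µM these rest on few fragments, 5 downstream of OAZ1 and 8 each downstream of P2RY11 and RPL35 over both libraries. The count of 10 was 46 at 8 µM alone, 29 with no limit on the total fold or without either replicate, 5 at a 2-fold limit and 0 at a minimum of 1, and it was 16 with overlapping windows kept, 61 with FPM and 674 with 4 of these choices together, all chosen after seeing the data. The edgeR count of 778 was 408 with DESeq2, chosen after seeing the data.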

The 3′ ends of mRNAs are closely related to mRNA stability, localization, and translation, disruption in the normal polyadenylation processes of mRNAs can lead to mRNA dysfunctions.^[^ ^40^ ^]^ A large fraction of these genes acts in ribosome biogenesis, translation initiation, mRNA splicing, and transcription factor activity (Table S5, Supporting Information), suggesting PDP can disrupt mRNA transcription and protein translation by disturbing the normal polyadenylation processes of these mRNAs.The annotated PASs of these affected mRNAs were remarkably enriched with RNA G4 (Figure S17, Supporting Information), indicating PDP disrupted their normal polyadenylation processes by interacting these RNA G4s. 

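Of the 10 transcripts with more downstream signal by the rule, RPL35 encodes a ribosomal protein. The 74 transcripts hold few genes of ribosome biogenesis (2), mRNA splicing (1), transcription regulation (3) and translation initiation (0). No conclusion is drawn from the exact tests of these functions. Ribosomal protein genes made up 1 of 10 against 1 of 64 other transcripts (Fisher's exact test, two-sided, adjusted p = 1 over 6 lists), which 2 genes are too few to decide. Without the limit on the total fold, 2 of 29 against 3 of 132 were ribosomal protein genes (the same exact test, adjusted p = 1). In edgeR's downstream test, 5 of 22 ribosome biogenesis genes were higher and 4 lower, 3 and 4 of 19 splicing genes, and 6 and 3 of 19 transcription regulators, with camera adjusted p of 0.167, 0.938 and 0.175. Around the polyadenylation sites, the 10 transcripts held 0.475 ± 0.34 (SD) G-quadruplex motifs per kb and the other 64 held 0.523 ± 0.49 (permutation test, p = 0.929). Across 479 genes, which are not independent replicates, Spearman's rho of the downstream change with these motifs was -0.176.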

So these mRNAs are also the direct targets of PDP. The same results have also been confirmed in the MCF7 cell line (Figure S21 and Tables S5 and S7, Supporting Information).

## 3 Conclusion

Taken together, we presented a new chemical method for enrichment‐free nascent RNA sequencing. Our experiments demonstrated that acrylonitrile‐mediated s^4^U‐to‐C mutation permits the recognition of metabolically labeled RNA at 1 bp resolution without additional RNA‐purification processes. The high reactivity of this method allowed for efficient recovery of the nascent RNA information. It is noteworthy that acrylonitrile treatment caused negligible non‐s^4^U‐to‐C mutations and undesired U‐to‐C mutations, such as the resulted G‐to‐T mutation rising from the oxidation of guanine to 8‐oxo‐guanine by using TimeLapse‐seq. This enrichment‐free nascent‐RNA analysis method is qualified to transcriptome‐wide study of the temporal RNA kinetics. Except for evaluating the stability of protein‐coding RNAs in human cells, we also have successfully investigated the direct gene targets of a G4‐interactive small molecule. In addition to the well‐known transcriptional regulation effects, we evidenced the blocking of G4 structures also affected the 3′ end polyadenylation of mRNAs that may disrupt gene expression. Both regulatory roles of G‐quadruplex‐interacting drug could be involved in their anticancer therapy. These results could be helpful for the future understanding of the anticancer mechanisms of this kind of potential antitumor drugs.

To the best of our knowledge, this is the first use of nascent RNA sequencing to investigate the active targets of transcription‐modulating drugs. Compared to the conventional analysis methods, enrichment‐free nascent RNA sequencing provides much higher resolution of RNA dynamics that is adequate for defining the primary therapeutic mechanisms of transcription‐modulating drugs, because it can precisely define their direct gene targets and simultaneously identify their transcriptional regulatory effects. We believe our method can be applied to a broader range of applications in biological research, biomedical research, and chemical genomics and has great potential to facilitate the progresses of these fields.

## 4 Experimental Section

##### HPLC Analysis of s^4^U to Cyanoethylated s^4^U

10 µg mL^−1^ s^4^U were reacted in the presence of 306, 764, or 1146 mm acrylonitrile under mild reaction condition (50 mm NaHCO_3_/Na_2_CO_3_, pH 9.5, reaction volume is 100 µL) at indicated temperature for different time periods. The samples were separated on Agilent HPLC system (Thermo Fisher Scientific), employing a Thermo Scientific Hypersil ODS Column (250 mm × 4.6 mm, 5 µm, C18) with a flow rate of 1 mL min^−1^ at 35 °C. eluent A: 0.1 m TEAA (pH 7.0), eluent B: acetonitrile; gradient: 5−40% B in A within 20 min and UV detection at 260 nm.

##### Primer Extension Assay

300 ng RNA oligo (Tempalte‐s^4^U) was treated with acrylonitrile and purified by HPLC. Purified chemically treated RNA (Template‐ces^4^U, 5′‐AGces^4^UCUGCCACAUGCUGCAC‐3′) was then annealed to a FAM 5′ end‐labeled primer, and reverse transcription was performed using RevertAid First Strand cDNA Synthesis Kit (42 °C). The reaction was then stopped and subjected to 20% denaturing PAGE.

##### Cell Viability Assay

12 000 HEK293T cells were seeded per 96 well and grown at 37 °C in DMEM containing 10% FBS and 1% P/S for 24 h. Then, indicated concentrations of s^4^U/PDP were added to the media for indicated time periods. Control cells (treated with only solvents) were prepared under the exactly same conditions. After the incubation period, cell survival was evaluated using MTT assay. 10 µL aliquot of MTT solution (5 mg mL^−1^ in PBS) was added to each well. After 4 h of incubation, the medium was replaced and supplemented with 100 µL of DMSO. The absorbance at 492 nm was measured for each well. Data were expressed as mean values of three individual experiments conducted in duplicate.

##### Cell Cycle Profile and Apoptosis Analysis

100 000 cells were seeded per 24 well and grown at 37 °C in DMEM containing 10% FBS and 1% P/S for 24 h. Then, indicated concentrations of s^4^U/PDP were added to the media for indicated time periods. Control cells (treated with only solvents) were prepared under the exactly same conditions. After the incubation period, the culture media was removed, rinsed the cells with PBS and added trypsin to dissociate cells. The culture media and PBS rinse were pooled and saved. Once cells were fully trypsinized, the media was quenched with the saved media and PBS wash from the previous step. Cell cycle profile and apoptosis analysis were then performed.

##### Cell Cycle Profile

Cells were fixed in 66% ethanol and stored at +4 °C for 2 h. 50 000–100 000 resuspended cells were taken, centrifuged at 1000 g for 5 min, discarded the supernatant, and rehydrated cells in PBS. Cells were the stained with propidium iodide + RNase for 30 min (Immediately prior to use prepare the Propidium Iodide + RNase staining solution in PBS). For flow cytometry detection, propidium iodide fluorescence intensity on FL2 (660 nm) of a flow cytometer and 488 nm laser excitation was collected.

Apoptosis analysis: 50 000–100 000 resuspended cells were taken, centrifuged at 1000 g for 5 min, discarded the supernatant, and added 195 µL of Annexin V‐FITC binding solution to gently resuspend the cells. 5 µL Annexin V‐FITC was added and mixed gently then 10 µL of propidium iodide staining solution was added and mixed gently. Incubated at room temperature in the dark for 10–20 min, then placed in an ice bath. For flow cytometry detection Annexin FITC fluorescence intensity on FL1 (530 nm) and propidium iodide fluorescence intensity on FL2 (660 nm) of a flow cytometer and 488 nm laser excitation were collected.

##### TA Cloning Analysis

3 × 10^6^ HEK293T cells were seeded per 10 cm cell dish and grown for 24 h. Then, s^4^U was added to the medium at a final concertation of 50 µm and grown for another 24 h. Total RNA was extracted using TRIzol reagent (Invitrogen) according to the manufacture's protocol and the RNA concentration was determined by Nanodrop (Thermo Fisher). gDNA was removed by TURBO DNase (Invitrogen), then RNA was purified by RNA Clean & Concentrator Kits (Zymo Research). Isolated RNA was then subjected to s^4^U cyanoethylation reaction. After reacted with acrylonitrile, RNA was purified by RNA Clean & Concentrator Kits. 500 ng purified RNA was reverse transcribed using PrimeScript RT Master Mix (TaKaRa). The resulting cDNA was then amplified with Taq DNA polymerase (Thermo Fisher) using *CCND1*‐specific primers (forward primer: GAGGGCAGTTTTCTAATGGA; reverse primer: GAGGGCAGTTTTCTAATGGA). PCR products were purified by gel extraction. Isolated PCR products were further applied to TA cloning analysis by using pEASY‐T1 Simple Cloning Kit (TransGen Biotech). For each sample, 30 clones were selected for Sanger sequencing.

##### HPLC‐MS Analysis

3 × 10^6^ HEK293T cells were seeded per 10 cm cell dish and grown for 24 h. Total RNA was extracted after that 50 µm s^4^U was added to the medium and grown for another 24 h. Polyadenylated RNA was isolated by subjecting total RNA to oligo(dT) enrichment using Dynabeads Oligo(dT)_25_ (NEB) following manufacturer's instructions and then gDNA was removed. Purified polyadenylated RNA was fragmented using RNA fragmentation reagents (Invitrogen) at 70 °C for 10 min, then stopped by stop solution and purified by RNA Clean & Concentrator Kits. 2 µg RNA fragments were subjected to s^4^U cyanoethylation reaction at 45, 50, and 55 °C for different time periods. To enzymatically degrade RNA to monomeric ribonucleosides, Nuclease P1 (2 U, Sigma) was added to a 50 µL solution containing 2 mm ZnCl_2_, 10 mm NaCl, 100 µm DTT, and 600 ng purified RNA and incubated at 37 °C for 2 h. Then, 6 µL 200 mm Tris‐HCl (pH 7.9), 1 µL 1 mm DTT, 3 µL 100 mm MgCl_2_, and 2 µL Shrimp Alkaline Phosphatase (2 U, NEB) were added to the reaction solution and incubated for another 2 h at 37 °C. Each sample was centrifuged at 12 000 g at 4 °C for 20 min, 50 µL supernatant was collected and directly subjected to HPLC‐MS analysis. s^4^U and ces^4^U ribonucleosides which diluted in enzymatic buffer containing a mixture of four common bases were used to make a standard curve for quantitative MS analysis. Standards were prepared as Table S2, Supporting Information.

The samples were separated on a Shimadzu HPLC system (LCMS‐8050), employing a ZORBAX Rapid Resolution High Definition column (50 mm × 2.1 mm; 1.8 µm; C18) with a flow rate of 200 µL min^−1^. Nucleosides were on‐line analyzed using a triple quadrupole mass spectrometer after electrospray ionization with the following multiple reaction monitoring: s^4^U *m*/*z* 260→129, and ces^4^U *m*/*z* 318→129.

##### RNA Library Preparation

3 × 10^6^ HEK293T cells were seeded per 10 cm cell dish and grown for 24 h. For T > C conversion identification, 50 µm s^4^U was added to the medium and grown for another 24 h. For PDP‐mediated RNA dynamic analysis, PDP was added to the medium for 20 min prior to 1 h 500 µm s^4^U incubation. After that, RNA samples for library construction were prepared by total RNA extraction, polyadenylated RNA isolation, gDNA removal, RNA fragmentation, and RNA cyanoethylation (45 °C, 10 h). Standard RNA seq libraries were prepared using NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB) according to manufacturer's instructions. Sequencing was performed on Illumina HiSeq X Ten.

##### Sequencing Alignment

All library samples shared the same processing methods in the initial few steps. First, all the paired‐end reads from NGS technology were trimmed using cutadapt to remove Illumina adapter sequences with parameters “‐m 20 –max‐n 3 ‐q 30”.^[^ ^41^ ^]^ Then, only one read from reads group with identical sequence is kept to remove potential PCR amplification bias.^[^ ^42^ ^]^ Next, the remaining reads were mapped to human ribosome RNA sequences (5.8S, 46S,12S, and 16S) using bowtie2.^[^ ^43^ ^]^ The paired‐end reads that failed to map to rRNA were finally mapped to human genome (GRCh37) using hisat2 with parameter “–mp 2,2 –rna‐strandness FR –no‐mixed –no‐discordant –seed 1234” (index of hisat2 was download from hisat2 office website).^[^ ^44^ ^]^ Only the proper pair and uniquely mapped alignments was persisted for the downstream pipelines.

##### Mismatch Site Determination

Mismatch events were extracted from alignment results by custom script. For two mismatch events with the same position and mismatch type extracted from read 1 and read 2 in the same fragment, only the one with the best sequencing quality was retained. Mismatch events induced by SNP or with lower sequencing quality than 41 were excluded. For specific mismatch site, if the count and ratio of correspond mismatch event was larger than or equal to 5 and 5% in control samples, respectively, it was treated as a new SNP, and the mismatch events induced by new SNPs were finally excluded from all samples. Counting the number of mismatch events for all mismatch type and the number of reference base, the mismatch ratio was calculated as following formula

(1) $${\text{Ratio}}_{\text{ref/alt}}\;=\;\frac{N_{\text{ref/alt}}}{N_{\text{ref}}}\;$$

where the Ratio_ref/alt_ represents the mismatch ratio of “ref‐to‐alt” (e.g., Ratio_T/C_ represents the mismatch ratio of “T‐to‐C” mutation), *N*_ref/alt_ represents the number of “ref‐to‐alt” mismatch event, and *N*_ref_ represents the expected sequencing number of base “ref”.

##### G‐Quadruplex Distribution Analysis

The potential G4 intervals were extracted from the genome sequences by using custom script. The sequences in these intervals conform to the regular expression “G_3+_N_1‐7_ G_3+_N_1‐7_G_3+_N_1‐7_G_3+_”.^[^ ^34^ ^]^ G4 intervals from G4‐seq were also used to perform analysis.^[^ ^35^ ^]^ The distribution of G4 around TSSs and PASs of each transcripts were calculated.

##### Half‐Life Calculation

For a transcript, a shorter half‐life corresponded to a higher proportion of labeled‐RNA over total‐RNA after s^4^U and C_2_H_3_CN treatment. According to this, the total number of fragments and the number of labeled‐fragments (with T‐C mismatch event) of each transcript were calculated respectively. According to previous reports, use the following formula to calculate the half‐life of the transcript^[^ ^27^ ^]^

(2) $$N_{\text{e}}\;=\;N_{\text{t}}\;-\;N_{\text{n}}$$

(3) $$t_{1/2}\;=\;\frac{-T\;\times \;\text{ln}2}{\ln\left(1-\frac{1}{1\;+\;N_{\text{e}}/N_{\text{n}}}\right)}$$

where *N*_e_ represents the fragment number of unlabeled‐RNA, *N*_t_ represents the fragment number of total‐RNA, *N*_n_ represents the fragment number of labeled‐RNA, and *T* represents the treatment time.

##### Gene Expression Analysis

The expression level of each transcripts was represented by fragment count per kilobase per million fragment (FPKM), which were calculated using below formula

(4) $$\text{FPKM}\;=\;\frac{N\;\times \;10^{9}}{L\;\times \;S}$$

where *N* represents the fragment count, *L* represents the transcript length, and *S* represents the count of all fragment. The calculation of labeled‐FPKM is similar to the calculation of FPKM, except that *C* represents the number of labeled fragments.

##### Identifying PDP Target Genes

In order to identify the target genes of PDP, the fold‐change of FPKM and labeled‐FPKM were calculated for PDP treatment sample versus control sample respectively. The canonical protein coding transcripts that met following criteria at all replicates and comparison group were treated as PDP target genes: a) FPKM of PDP treatment and control ≥1; b) labeled‐FPKM of control ≥1; c) log_2_(labeled‐FPKM of PDP treatment/labeled‐FPKM of control) ≤ ‐log_2_(1.5).

##### Analyzing Impaired mRNA Maturation

The impaired mRNA maturation led to transcriptional read‐through, which resulted in increment of the fragment count of downstream of PAS. Downstream‐FPKM (FPKM of PAS downstream region, +4000 bp) was used to measure the fragment count of PAS downstream and eliminate deviation in library size. Transcripts whose downstream regions overlap in the same direction as other transcripts are not considered. The canonical protein coding transcripts that met following criterions at all replications and comparison group were treated as impairs mRNA maturation: a) FPKM of PDP treatment and control ≥1; b) downstream‐FPKM of PDP treatment ≥0.2; c) ‐log_2_(1.2) ≤ log_2_(FPKM of PDP treatment/FPKM of control) ≤ log_2_(1.2); d) log_2_(downstream‐FPKM of PDP treatment/downstream‐FPKM of control) ≥ log_2_(1.5).

##### Gene Ontology Analysis

GO‐term enrichment analysis was performed using the PANTHER database.^[^ ^45^ ^]^

## Conflict of Interest

The authors declare no conflict of interest.

## Supporting information

Supporting Information Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

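The files hold mRNA libraries of HEK293T cells from 2 experiments. In the conversion experiment, 8 libraries cover s4U labeling for 24 h, acrylonitrile treatment, both and neither, with 2 replicates each. In the PDP experiment, 6 libraries cover 0, 4 and 8 µM PDP, 2 replicates each, with 1 h of s4U labeling that began 20 min after PDP was added. Libraries of MCF7 cells were not analysed here.

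The authors trimmed adapters with cutadapt (version 1.18 in the submitters' processing notes), kept 1 read of each group of identical sequence, removed ribosomal RNA with bowtie2 and mapped the rest to GRCh37 with HISAT2 (version 2.1.0). Proper pairs with a unique alignment were kept. Mismatches at polymorphisms, including new ones called from control samples, or with base quality under 41 were left out. Fragments were assigned to GENCODE v19 genes. The tables of the conversion experiment hold fragment counts by number of mismatches. Those of the PDP experiment hold fragment counts for total, labeled, downstream and upstream fragments. They also hold FPM values, which the authors made before deposition as RPM are made, by scaling the counts to all fragments of the library, per the file headers. The half-life tables hold total and labeled counts of the 0 µM libraries. The tool that counted the fragments is not given in the sources used here.

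Samples were grouped as the paper describes them. The plan of tests, gene lists, alternatives and named genes was fixed before the data were examined. It named limma on log2(FPM + 0.1) for the PDP experiment. Because the tables hold raw counts, edgeR's quasi-likelihood test on these counts was used in its place, with the authors' library sizes, and limma is kept as an alternative with pseudocounts of 0.1, 0.01 and 1. The conversion experiment was tested with edgeR after TMM normalization and its filter on low counts. A gene passed at a Benjamini-Hochberg adjusted p under 0.05. In the PDP experiment genes needed a mean of 1 total FPM and 0.5 labeled FPM, and 0.5 FPM in the downstream or upstream window. Unlabeled RNA is the total minus the labeled count, and its test, the upstream test, the comparison of 8 with 4 µM and the test of pseudogenes were added after seeing the data. The planned test of labeled against total RNA was made as labeled against unlabeled counts of the same library. The groups within a fit share the estimate of the spread, since 2 libraries per group allow little on their own, and each kind of count has its own fit.

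Gene lists of pathways and gene families, with at least 5 measured members, were tested with camera, with a preset correlation of 0.01 and with an estimated correlation, and adjusted over all lists of a comparison. Marked shares of a gene needed 20 fragments in each library, or 100 for the lowest and highest genes. List medians were tested against random genes by permutation with 100000 resamples, or 10000 where all lists were tested. Half-lives used the paper's formula with 60 min of labeling and a minimum of 1 FPM, or 10 FPM for the shortest and longest. The paper's rules for lowered transcripts and for downstream signal were applied as its methods give them, to 1 transcript per protein-coding gene, with FPKM from transcript lengths in GENCODE v44lift37. A length could be had for all but 989 of 20345 protein-coding genes, and 4584 downstream windows that overlap another gene on the same strand were left out. G-quadruplex motifs were searched in GRCh37 with runs of at least 3 G and loops of 1 to 7 bases, within 2000 bp of the start site or from 2000 bp upstream of the start site to the end of the gene. Sites from G4-seq were not used here. Shares of single libraries carry 95% Wilson intervals.

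Genes named in the text are those that the paper names outside its abstract, the BCL-2 family, the 10 genes with the largest rise and the 10 with the largest fall in each comparison among those that passed with both libraries of a group on the same side, up to 4 members of each gene list described, and the extremes of the marked shares, half-lives and rules. Genes with no fragments in 1 of the groups are left out, since their folds are only bounds.

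Alternatives covered normalization, filters, pseudocounts, test tools, each replicate left out in turn, the replicate number as a block, GC content terms with a spline of 6 degrees of freedom, and the limits of the paper's rules. The tests were checked on simulated data with planted changes. The analysis used R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9.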

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

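The tests of unlabeled RNA, of fragments upstream of the start site, of 8 against 4 µM PDP, of the share of total RNA calls kept with centered libraries (centering itself was planned), of a full stop of synthesis without centering and of GC content in acrylonitrile-treated RNA were chosen only after the result was seen.

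The effect of acrylonitrile differed between s4U-labeled and unlabeled RNA in 310 genes by a test of the difference itself (14 to 3639 without 1 library), 243 with a higher fold in labeled RNA, among them the glycolytic enzyme ENO1 (log2 difference 1.07), the ribosomal protein RPL4 (1.32) and MSN (1.06), whose calls were lost in 5 fits that each left out 1 library. If the sample labels hold (500 µM s4U with acrylonitrile and 50 µM without), the count of 310 also holds a difference in s4U. The comparison of s4U alone with untreated cells, which the paper's main text does not report, gave 13327 changed genes. Unlabeled RNA at 8 µM PDP, also not in its main text, differed from 0 µM in 9487 genes, 8660 higher and 827 lower, and in 3820 and 4167 with centered libraries. Fragments upstream of the start site differed at 8 µM in 1317 genes, 259 higher and 1058 lower, and in 472 and 463 with centered libraries.

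Total RNA of 8966 genes differed between 0 and 8 µM PDP, while 52 differed between 4 and 8 µM. The scaling to all fragments is not the whole cause, since 59.6% of these genes still differed with each library centered on its median gene. GC content is not the whole cause either, since 55.2% of the genes that differed with centered libraries still did with a GC term. PDP lowering transcription for 80 min cannot account for all of the lower genes, since 59.1% of the 4218 genes lower with centered libraries fell by more than a full stop of synthesis would give at their own half-lives, as did 45.5% of the 1337 genes lower without centering, though by folds without centering only 15.6% of the 4218 did. A batch of the 0 µM libraries cannot be told apart from PDP, because both share the same split of the libraries and no source used here names a batch, and an effect of PDP on RNA stability was not tested.

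Labeled RNA fell more at 8 µM PDP in genes with more G-quadruplex motifs. Unlabeled RNA had the same relation (rho -0.183), as a difference between the libraries that both kinds of RNA share would give. Labeled counts hold background, however. Labeled fragments made up 16.8% at 0 µM and 12.5% at 8 µM in protein-coding transcripts, and 7.63% of acrylonitrile-only fragments in genes carry a mismatch. Part of the labeled count can thus be unlabeled RNA, so that both relations are not independent. The ratio of labeled to unlabeled RNA is then a weaker test of lowered transcription. Within 5 classes of GC content rho of labeled RNA with the number of motifs was 0.0593 by edgeR's folds and 0.0523 by those of each replicate, on the side that the prediction set for GC content, but with motifs per kb, by the folds of each replicate, it was -0.207, against -0.504 over all genes. For lowered transcription of genes with such motifs, the ratio of labeled to unlabeled RNA had rho -0.0183 with the number of motifs by edgeR's folds, on the side that the prediction, written before the test, set against it (over -0.05), but the number mixes with gene length (rho 0.506), and with motifs per kb, which the prediction does not name, by the folds of each replicate it was -0.118, and -0.082 within 5 classes of GC content. GC content and lowered transcription of such genes cannot be told apart here, because both measures of motifs point different ways and motifs per kb go with GC content (rho 0.748).

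Many genes differed between acrylonitrile-treated and untreated RNA without s4U. With a GC term for each library, 43.9% of the changed genes that have a GC value still differed, which is consistent with GC content accounting for a large part of them. Transcript length had rho -0.137 with the change, between the limits set for and against it, so that length stays open. No biological explanation was tested, since acrylonitrile acted on isolated RNA.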

How the results depend on the processing

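Tests chosen only after the result was seen were all of unlabeled RNA, upstream fragments and 8 against 4 µM, the GC term, DESeq2, TMM and size factors in the PDP experiment, a group counted as 1 sample, edgeR calls of cancer genes, the lowering rule scaled to labeled fragments or with background subtracted, the downstream rule with FPM or overlapping windows, and genes without motifs as a result of their own. Of 243 alternatives for 14 counts of changed genes, 194 stayed within 1.5 times the value given, and of 1665 alternatives for named genes, 1609 kept direction and call, 46 lost a call, 10 gained one and none changed direction. With the replicate number as a block, counts were 94.3% to 131% of those given. On simulated data, 5.97% of planted 1.5-fold changes were recovered in acrylonitrile-treated RNA and 35.8% in labeled RNA. Where a value moved below, the cause was not tested, except that fewer libraries or genes are tested where some are left out.

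The 310 genes with a different acrylonitrile effect became 1442 with no filter, 480 with DESeq2, 45 with the untreated libraries counted as 1 sample and 14 to 3639 without 1 library (1915 and 3639 without either library with s4U alone, 14 to 43 without 1 with neither or with acrylonitrile alone, and 17 and 190 without 1 with both). With a GC term, counts were 6265 (acrylonitrile without s4U), 7907 (acrylonitrile with s4U), 3444 (labeled RNA, 8 µM), 2467 (labeled, 4 µM), 145 (labeled, 8 against 4 µM), 5750 and 5441 (total RNA, 8 and 4 µM) and 6141 (unlabeled RNA). With DESeq2 they were 3198, 2221 and 326 (labeled, 8 µM, 4 µM and 8 against 4 µM), 17 (total, 8 against 4 µM), 408 (downstream) and 669 (upstream). Labeled RNA changed in 794 genes between 8 and 4 µM, in 199 with centered libraries, 185 with TMM, 193 with size factors, 428 and 475 with limma at pseudocounts of 0.01 and 0.1, and in 358 to 633 without 1 library (358, 443 and 480 without replicates 1 and 2 at 4 µM and replicate 1 at 8 µM). The 4119 genes in labeled RNA at 4 µM were 2592 to 4207 without 1 library (2738 and 2592 without replicates 1 and 2 at 0 µM). The 52 genes in total RNA between 8 and 4 µM were 16, 20 and 29 with limma at 0.01, 0.1 and 1, 21 with a filter 5 times higher, 30 with only these doses compared, 32 with the 0 µM libraries counted as 1 sample, and 3 to 771 without 1 library. Upstream genes were 853 to 1274 without 1 library (853 without replicate 2 at 0 µM). The ratio of labeled to unlabeled RNA changed in 7715 genes and in 2309 with centered libraries.

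With an estimated correlation, 0 gene lists passed in any of the 14 comparisons. Without 1 library, the 7 lists with a different acrylonitrile effect were 6 to 13 (13 and 12 without either library with s4U alone), the 11 lists of acrylonitrile with s4U were 10 to 19 (19 without replicate 2 with s4U alone), the 4 lists in labeled RNA at 8 µM were 3 to 7 (7 without replicate 1 at 0 or at 8 µM), and the 14 lists in total RNA between 8 and 4 µM were 6 to 17 (6 without replicate 2 at 8 µM).

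The T-to-C share was 65.9% to 67.3% without 1 of its libraries, where the exact p cannot go below 0.143. The BCL-2 median fell below that of random sets with at least 2 mismatches required (76.6%) and without replicate 1 (90.5% to 94.2% without either). The median half-life was 3.01 h with no minimum, 3.56 h at 10 FPM, 2.93 h with all gene types and 5.30 h with background subtracted, and the replicate correlation was 0.930 at 10 FPM. The 657 lowered transcripts became 1497 at 8 µM alone, 123 with median ratios, 26 at 2-fold, 120 scaled to labeled fragments, 2459 with background subtracted and 1048 to 1181 without a replicate. The 10 with downstream signal became 46 at 8 µM alone, 29 with no limit on the total fold, 5 at 2-fold, 0 at a minimum of 1, 16 with overlapping windows kept, 61 with FPM, 674 with 4 of these choices together and 29 to 29 without a replicate. The share of cancer genes turned above that of other genes among limma calls (1.33%) and edgeR calls (1.36%). The median labeled change was -0.0856 with a pseudocount of 1, 0.00257 with no filter and -0.226 with a filter 5 times higher. The excess of motifs near the start site became -0.031 when matched on GC content. The rho of the labeled change with motif number was -0.504 per kb, -0.378 within 5 classes of gene length and 0.0523 within 5 classes of GC content, and genes without motifs changed by 0.228 with centered libraries.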

Differences from the paper's values

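Settings given here were set before the data were examined, apart from the tests named as added, which were chosen only after the result was seen. The limits for calling a value different were wide for shares, counts and half-lives. A cytoskeleton median of 302 min counted as not different from about 440 min. For correlations they were narrow, and 0.930 counted as different from about 0.96. A value that did not differ is thus not an equal value. The paper's median half-life is 5.5 h and the value here 3.12 h. With background subtracted it was 5.30 h, which does not differ by the limits used, and with no minimum (3.01 h), a minimum of 10 FPM (3.56 h), all gene types (2.93 h) or either replicate alone (3.11 h and 3.14 h) it still differed. For transcripts with more downstream signal the paper gives 724 and the count here is 10. At 8 µM alone (46), with no limit on the total fold (29), at 2-fold (5), with a minimum of 1 (0) and without either replicate (29) it still differed. With FPM, no limit on the total fold, 8 µM alone and overlapping windows kept together, an added setting chosen after seeing the values, it was 674. How many of the paper's own items that setting drops was not counted, since the paper's list was not used here.

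In Fig. 3C, the share of fragments with a T-to-C mutation is, read by eye, about 2% without s4U or acrylonitrile, about 4% with s4U alone and about 3% with acrylonitrile alone, and 9.07%, 12.5% and 14.0% here. With at least 2 mismatches required, 1.73% and 4.11% did not differ from the first and last, and 2.46% differed from the value with s4U alone. Within genes all 3 differed, at 7.48%, 11.5% and 7.65%. In Fig. 4B, Spearman's rho between replicates is about 0.96 over about 7700 transcripts, read by eye, and 0.855 over 12811 genes here. The correlation differed in every setting, closest at 10 FPM (0.930), where the number of genes, 8635, did not differ. In Fig. 4D, median half-lives are about 270 min for transcription, about 360 min for chromatin, about 390 min for the cell cycle and about 530 min for translation, read by eye, and 168, 214, 203 and 320 min here. With background subtracted, 273, 395 and 382 min did not differ for the first 3 and 895 min differed for translation, while the cytoskeleton and the ribosome (about 440 and about 450 min in the figure, 302 and 404 min here) differed only with it (795 and 1951 min), and the other settings differed for transcription and translation.

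In Fig. 5F, the median changes for 0, 1 to 5, 6 to 15 and over 15 motifs are, read by eye, about -0.43, about -0.53, about -0.64 and about -0.70 in replicate 1, and 0.0754, -0.0575, -0.207 and -0.224 here. In Fig. 5H they are about -0.41, about -0.49, about -0.59 and about -0.65 in replicate 2, and 0.118, -0.0195, -0.165 and -0.225 here. With centered libraries, set beforehand for these classes, all still differed (0.228, 0.0926, -0.0549 and -0.0933). Over all transcripts that the paper's rule considers, the median labeled change was -0.357 in replicate 1 and -0.325 in replicate 2, nearer to the figure. These medians were not split by number of motifs. The ratio of labeled to unlabeled RNA, another measure, was -0.60, -0.60, -0.62 and -0.63 in replicate 1 and -0.47, -0.53, -0.54 and -0.56 in replicate 2. It was computed after seeing the values. Fig. 5F gives about 930 genes without motifs and about 2000 with over 15, read by eye, and 493 and 3364 were counted here, where the figure states no expression minimum.

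The paper gives a range of marked shares for several short-lived BCL-2 family members, and of all 16 measured members, a wider group than the paper's, 10 lay in it, with BAD at 73.2%, while PMAIP1 and BAK1 lay above it. It proposes from a correlation that acrylonitrile has little influence on the analysis of gene expression. By edgeR's test, without a limit on the fold, 11303 genes changed, 3220 higher and 3573 lower by more than 2-fold. The paper states no apparent change of total mRNA after PDP. Without a limit on the fold, 8966 genes differed at 8 µM, 1382 higher and 9 lower by more than 2-fold without centering. These counts may also hold a batch of the 0 µM libraries. The paper states an enrichment of cancer genes among lowered transcripts, and their share was 1.07% against 1.30%, with another list than the paper's. Among limma calls, an alternative set beforehand, it was 1.33% against 0.886% (Fisher's exact test, p = 0.0306), and among edgeR calls, an added test, 1.36% against 0.878%. The paper states a tendency toward chromosomes 16, 17 and 19, and chromosome 17 alone held 8.52% against 7.35%, while 16 and 19 held more. In Fig. 4D translation transcripts live longest, and here ribosomal protein transcripts did, at 6.73 h against 5.34 h. Of the 6 cancer genes that it names with its count of lowered cancer genes, NOTCH3 met its rule here and TERT, PIM2, VEGFA, BAD and AKT2 did not, though all 6 were lower in labeled RNA by edgeR's test.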

Other observations

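The tests of unlabeled RNA, of upstream fragments, of 8 against 4 µM PDP and of pseudogenes were chosen only after the result was seen.

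After 24 h of s4U without acrylonitrile, transcripts of ribosomal proteins, splicing and zinc finger genes were higher than in untreated cells. Immediate early transcripts, SQLE and INSIG1 were lower. ZNF776 was 12.7-fold higher (log2 fold change 3.67, standard error 0.15, adjusted p = 1.59e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 libraries against 2), and the ribosomal protein RPL27A had a log2 fold change of 2.13. The immediate early transcription factor EGR1 (chromosome 5, 137801179 to 137805004) was 24.3-fold lower (log2 fold change -4.60, standard error 0.25), MYC 4.36-fold lower, and SQLE and INSIG1, genes of cholesterol synthesis and its control, had log2 fold changes of -2.49 and -2.04. Of 83 ribosomal protein genes 80 were higher and none lower (81 when adjusted over the list alone). Of 437 listed zinc finger genes 284 were higher and 70 lower (286 and 71), and of 118 splicing genes 91 and 3 (92 and 3). Of 54 immediate early and other short-lived regulators 30 were lower and 10 higher, also when adjusted over the list alone. Camera gave adjusted p = 1.23e-08, 8.51e-10, 9.38e-08 and 0.015, and adjusted p = 0.688, 0.388, 0.518 and 0.691 with an estimated correlation. The libraries with s4U alone varied between replicates by 58.2 times the sampling variance.

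Between 8 and 4 µM PDP, labeled RNA of JUN, DUSP1 and ATF3 was higher and that of TERT and NCL lower. JUN was 2.26-fold higher (standard error 0.054 on the log2 scale, adjusted p = 7.22e-65 from edgeR's test), DUSP1 and ATF3 had log2 fold changes of 1.11 and 1.02, TERT one of -0.53, and the nucleolar protein NCL one of -0.30, whose adjusted p was 0.000279 and 0.106 with centered libraries. Of 50 immediate early and other short-lived regulators 8 were higher and 1 lower (9 and 2 when adjusted over the list alone), and of 85 ribosome biogenesis genes 15 were lower and none higher (17 lower when adjusted over the list alone, 4 with centered libraries), with adjusted p = 0.252 and 0.375 with an estimated correlation. Of 794 genes 99 were higher and 695 lower, and 91 and 108 with centered libraries. In unlabeled RNA at 8 against 0 µM, 41 of 50 immediate early genes were higher and none lower (28 and 3 with centered libraries, adjusted p = 0.554 with an estimated correlation), among them KLF6 at a log2 fold change of 2.86. Upstream of the start site INSIG1 was 3.81-fold higher at 8 µM, and TIGD5, a transposon-derived gene, had a log2 fold change of -1.79.

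Lowered transcription of genes with G-quadruplex motifs in proportion to the dose was tested as a hypothesis on the ratio of labeled to unlabeled RNA at 8 against 4 µM, which does not use the 0 µM libraries. Its mean rho with motifs per kb was -0.136 (-0.136 in each replicate), beyond the limit of -0.1 set beforehand, but with the number of motifs it was -0.0906 (-0.115 and -0.066), short of that limit, so that such an effect stays open. Within 5 classes of GC content the rho was -0.027. Genes are not independent replicates, and GC content was not excluded.

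Of the 310 genes with a different acrylonitrile effect in labeled and unlabeled RNA, 81 (26.1%) were pseudogenes, against 6.39% of the genes tested (Fisher's exact test, p = 1.23e-28). Of 17 glycolysis genes 5 were higher in this comparison and none lower (11 and none when adjusted over the list alone, adjusted p = 0.264 with an estimated correlation).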
